# Expression profiles of lncRNAs and their possible regulatory role in monocrotaline-induced HSOS in rats

**DOI:** 10.3389/fgene.2023.1041266

**Published:** 2023-01-26

**Authors:** Mohammed Ismail, Xi Zhang, Reham Taha, Muhanad Elhafiz, Qianwen Zhang, Bashir A. Yousef, Xin Huang, Zhenzhou Jiang, Luyong Zhang, Lixin Sun

**Keywords:** lncRNA, monocrotaline, HSOS, hepatotoxicity, Itpr

## Abstract

**Aims:** Long non-coding RNAs (lncRNAs) contribute to the regulation of vital physiological processes and play a role in the pathogenesis of many diseases. Monocrotaline (MCT) can cause large-scale outbreaks of toxic liver disease in humans and animals in the form of hepatic sinusoidal obstruction syndrome (HSOS). Although many experiments have been carried out to explain the pathogenesis of Monocrotaline-induced hepatic sinusoidal obstruction syndrome and to develop treatments for it, no studies have examined the role of Long non-coding RNAs in this condition. This study aimed to investigate the Long non-coding RNAs–mRNA regulation network in Monocrotaline-induced hepatic sinusoidal obstruction syndrome in rats.

**Main methods:** We established a model for MCT-induced hepatic sinusoidal obstruction syndrome, and then carried out microarray for liver tissues of SD rats in a model of early hepatic sinusoidal obstruction syndrome (12 h Monocrotaline treatment vs. control group) to investigate the differentially expressed Long non-coding RNAs and mRNAs in early hepatotoxicity. This was followed by RT-PCR analysis of selected Long non-coding RNAs, which were markedly altered. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genome analyses were also conducted.

**Key findings:** 176 Long non-coding RNAs (63 downregulated and 113 upregulated) and 4,221 mRNAs (2,385 downregulated and 1836 upregulated) were differentially expressed in the Monocrotaline-treated group compared to the control group. The biological processes identified in GO enrichment analysis as playing a role in hepatotoxicity were positive regulation of guanosine triphosphate phosphohydrolase, liver development, and the oxidation-reduction process. Pathway analysis revealed that the metabolism pathways, gap junction, and ribosome biogenesis in eukaryotes were closely related to Monocrotaline-induced hepatotoxicity. According to these analyses, LOC102552718 might play an essential role in hepatotoxicity mechanisms by regulating the expression of inositol 1,4,5-trisphosphate receptor-1 (Itpr-1)*.*

**Significance:** This study provides a basis for further research on the molecular mechanisms underlying Monocrotaline-induced hepatotoxicity and its treatment, especially in the early stage, when successful treatment is critical before irreversible liver damage occurs.

## 1 Introduction

Long non-coding RNAs (lncRNAs) are large clusters of non-coding transcripts containing more than 200 nucleotides. lncRNAs and mRNA have an essential function in many biological processes, including the cell cycle, cell proliferation, cell differentiation, gene expression, and apoptosis (Geisler and Coller, 2013; Quinn and Chang, 2016). They act as decoys, scaffolds, and signals (Chen et al., 2019). High-throughput RNA sequencing (RNA-Seq) experiments have been conducted to identify and quantify lncRNA expression in various tissues and cell types. Generally, the expression of lncRNAs is more tissue- or cell type-specific than that of protein-coding genes, suggesting that they have distinct functions in different biological processes (Djebali et al., 2012; Holoch and Moazed, 2015; Quinn and Chang, 2016). In the domain of liver diseases, many lncRNAs have been identified, evaluated, and defined in terms of their effects on disease pathophysiology.

Monocrotaline (MCT) is a toxic retronecine-type pyrrolizidine alkaloid that occurs in a wide range of species of *leguminous Crotalaria* plants. Exposure to MCT through direct ingestion of plant matter or related foodstuffs, such as honey or milk (Roeder, 1995), has caused numerous outbreaks of poisoning in livestock and humans worldwide (Hanumegowda et al., 2003). Dehydromonocrotaline (DHM) is the toxic metabolite of MCT, which is inactivated by conjugation with glutathione (GSH) or bound to DNA-associated proteins to form pyrrole–protein adducts, causing a toxic effect (Yang et al., 2016; Boehm et al., 2017). The toxicity of MCT affects the liver, lung, and heart, causing hepatic sinusoidal obstruction syndrome (HSOS), pulmonary arterial hypertension, and right ventricular hypertrophy (Amin et al., 2011; Yu et al., 2013; Zhuang et al., 2018).

Sinusoidal endothelial cell (SEC) injury is the crucial initiating step in MCT-induced HSOS, which means that protection of SECs might prevent HSOS (Amin et al., 2011). Various studies have been conducted to explore the mechanisms underlying MCT-induced liver toxicity, including F-actin depolymerization (DeLeve et al., 1999), inflammation of the hepatic lobules, and matrix metalloproteinease 9 (MMP9), which represent the key mediators in the development of HSOS (Hanumegowda et al., 2003; Yu et al., 2013).

lncRNAs have been receiving increasing amounts of attention associated with the rapid growth of the field of molecular biology; breakthroughs in the development of new high-throughput sequencing technology, such as RNA-Seq and microarrays, have provided the basis for an improved understanding of complex transcriptomic networks and enabled us to identify the dysregulated expression of various lncRNAs in liver disease (Takahashi et al. (2014). Recently, lncRNAs have emerged as a star set of molecules that participate in a wide range of physiological and pathological processes. They have been reported to be abnormally expressed in liver diseases and have been recognized as novel biomarkers and/or key regulators of toxicological responses in human and animal models (DiStefano and Gerhard, 2022). Mild HSOS might be resolved within a few weeks, while severe syndrome is associated with multi-organ damage and a high mortality rate (>80%) (Coppell et al., 2010); for this reason, a better understanding of the pathogenesis of HSOS and the identification of earlier biomarkers could lower the incidence of complications and prevent the occurrence of potentially life-threatening severe HSOS.

Investigation of the role of lncRNAs in MCT-induced HSOS will help in the formation of a new hypothesis regarding disease pathogenesis, which will ultimately lead to new clinical applications. In this study, we performed microarray analysis on liver tissues of SD rats treated with MCT to identify the differentially expressed lncRNAs, examine their possible mechanisms in the pathogenesis of liver injury, and identify the roles of lncRNAs in HSOS; an understanding of these roles is pivotal for the ability to treat it successfully before irreversible liver damage occurs.

## 2 Materials and methods

### 2.1 Materials

Monocrotaline (CAS number 315-22-0, purity 99.48%) was purchased from Chengdu Must Bio-Technology Co., Ltd. (Sichuan, China). All other chemicals and reagents were of analytical grade.

### 2.2 Animal experiment

Sixty male SD rats, aged 7–9 weeks, were used in the experiment. These were purchased from Vital River Laboratory Animal Technology Co., Ltd. (Beijing, China). The rats were housed in standard laboratory cages under a 12 h light–12 h dark cycle and at a constant ambient temperature (20°C–25°C) and humidity (30%–50%). The rats were provided with *ad libitum* access to water and food. In order to construct a dose-dependent curve model, 30 SD rats were randomly assigned to five groups (6 rats/group). The control group was gavaged orally with normal saline, and the other groups were exposed to different doses of MCT (40, 80, 160, and 240 mg) for 24 h; after 24 h, the rats were euthanized. For the HSOS model, another 30 SD rats were randomly assigned to five groups (6 rats/group). A single dose of MCT (160 mg/kg) was administered orally to each of these groups for different periods of time (12, 24, 48, and 72 h), and the animals were subsequently euthanized, as has been previously described as a reproducible model of HSOS (DeLeve et al., 1999).

The experimental protocol was approved by the Ethics Committee of China Pharmaceutical University (Approval No. 2020-03-005) and was conducted in compliance with the guidelines of the Laboratory Animal Management Committee of Jiangsu Province.

### 2.3 Serum alanine and aspartate aminotransferase levels

Blood was collected from the rats immediately before euthanasia. Serum was obtained by centrifuging the blood at 10,000 x g for 10 min, and commercial ALT and AST kits (Whitman Biotech, China) were then used to measure the levels of alanine and aspartate transferase enzymes, following the manufacturer’s instructions.

### 2.4 Histopathological examination

Each rat’s liver was collected immediately following euthanasia. The liver was fixed in 4% paraformaldehyde and stained with hematoxylin and eosin. Histological analysis was performed using an Olympus BX-53 light microscope (Olympus, Japan).

### 2.5 Western blot

Total protein extracts were obtained by homogenizing liver tissue in RIPA buffer (Beyotime, China) supplemented with protease and phosphatase inhibitors (Thermo, United States). Cell debris was removed by centrifugation, and the supernatant was collected and stored at −80°C. Protein concentration was measured using a BCA protein assay kit (Beyotime, China), and 50 μg of protein from different samples was electrophoresed using 10% SDS–PAGE and transferred to a PVDF membrane. Immunoreactive bands were then visualized *via* enhanced chemiluminescence. The following antibodies were used in this study: cleaved caspase-9, cleaved caspase-3, cytochrome c, Bax 2772s (Cell signaling technology, United States), and β-actin as a reference protein (Santa Cruz Biotechnology, United States).

### 2.6 RT-PCR

Trizol reagent was used to extract total RNA from liver tissue in accordance with the manufacturer’s instructions. 2 µg of RNA was reverse-transcribed into cDNA using the HiScript II Q RT SuperMix for qPCR (+gDNA wiper). The SYBR Green Master Mix Kit (Vazyme Biotech, China) was used to amplify cDNA using the Step One real-time PCR system (Applied Biosystems, Thermo Fisher Scientific, United States); final results were all subsequently normalized in terms of fold changes with respect to the target gene or housekeeping gene. The primer sequences are listed in Supplementary Table S1.

### 2.7 Differential lncRNA and mRNA screening and hierarchical clustering

Liver tissues were collected from rats of the control and 12 h MCT treatment groups, and RNA was extracted. Total RNA was quantified using the NanoDrop ND-2000 (Thermo Fisher Scientific Inc., Boston, MA), and RNA integrity was assessed using the Agilent Bioanalyzer 2,100 (Agilent Technologies, Inc., Santa Clara, CA). Total RNA was transcribed to double-strand cDNA, then synthesized into cRNA and labeled with Cyanine-3-CTP. The labeled cRNAs were hybridized into the microarray. After washing, the arrays were scanned using the Agilent Scanner G2505C (Agilent Technologies). Array images were analyzed using Feature Extraction software (version 10.7.1.1, Agilent Technologies) to obtain raw data. Finally, GeneSpring (version 14.8, Agilent Technologies) was employed to complete basic analysis of the raw data. Differentially expressed genes were identified in terms of fold change, with corresponding *p*-values calculated *via t*-test. The threshold set for up- and downregulated genes was fold changes ≥2.0 and an associated *p*-value ≤0.05. Subsequently, hierarchical clustering was carried out to visualize the distinct gene expression patterns occurring among the samples; this analysis was implemented using the clustermap function of the Python package Seaborn. Arrays were run in triplicate. Agilent-“085628” was used in this experiment, and analysis of the samples was conducted by OE Biotechnology Co., Ltd. (Shanghai, China).

### 2.8 GO and KEGG enrichment analyses

Differentially expressed genes were analyzed *via* gene ontology (GO) (Ashburner et al., 2000; The Gene Ontology Consortium, 2019) to describe their functions. The number of differentially expressed genes included in each GO entry was counted, and the significance of enrichment was calculated in each case using a hypergeometric distribution algorithm (Mi et al., 2017)**.**

Pathway analysis of differentially expressed genes was performed using KEGG data, and the hypergeometric distribution algorithm was used to calculate the significance of differential gene enrichment in each pathway.

### 2.9 Co-expression analysis of differentially expressed lncRNAs and genes

A Pearson correlation test was conducted to quantify correlations between the differential expression of lncRNAs and genes. Correlated pairs with a correlation coefficient ≥0.8 and *p*-value ≤0.05 were identified.

### 2.10 Target gene analysis of trans- and cis-acting lncRNAs

In order to determine whether each lncRNA might regulate its target gene in a cis or trans manner, the RNA interaction software package RIsearch-2.0 (Alkan et al., 2017) and the FEELnc software package (Wucher et al., 2017) were applied to assess trans function and cis function, respectively. Trans function analysis was based on the use of differential co-expression results to predict the combined co-expression of candidate lncRNAs and genes at the nucleic acid level and the base binding free energy (Alkan et al., 2017). Cis function analysis was based on a search for all mRNAs within the range of 100 K upstream and downstream of differentially expressed lncRNAs and intersecting with differentially expressed genes with a significant correlation coefficient (Wucher et al., 2017).

### 2.11 Statistical analysis

Groups were compared *via* one-way analysis of variance (ANOVA) or *via* unpaired two-tailed *t*-test, when appropriate, using GraphPad Prism 6 (GraphPad Software, Inc., San Diego, CA, United States). Data are reported in the form mean ± SEM, and *p*-values <0.05 are considered to represent significance.

## 3 Results

### 3.1 Monocrotaline-induced HSOS model

The dose-dependent model was constructed using doses of 40, 80, 160, and 240 mg/kg of monocrotaline administered orally over 24 h. The model showed an increase in liver enzymes (AST and ALT) at 160 and 240 mg/kg; however, this increase was significant only at 240 mg/kg. Histological examination results are presented in the form of HE images (Figure 1F); these demonstrate that there was no clear change in the case of 40 and 80 mg/kg doses, while extravasation of red blood cells into the perivenular space and the perisinusoidal space of Disse was clearly evident in the case of 160 and 240 mg/kg doses. Furthermore, RT-PCR of stab2 revealed a significant decrease in expression in the group receiving both 160 and 240 mg/kg (Figure 1C). In addition, CD32 and lyve-1 were decreased after MCT administration but it is not significantly (Figures 1D–E). Based on the above results, 160 mg/kg of monocrotaline was selected as the dose for establishment of the HSOS model.

**FIGURE 1:**
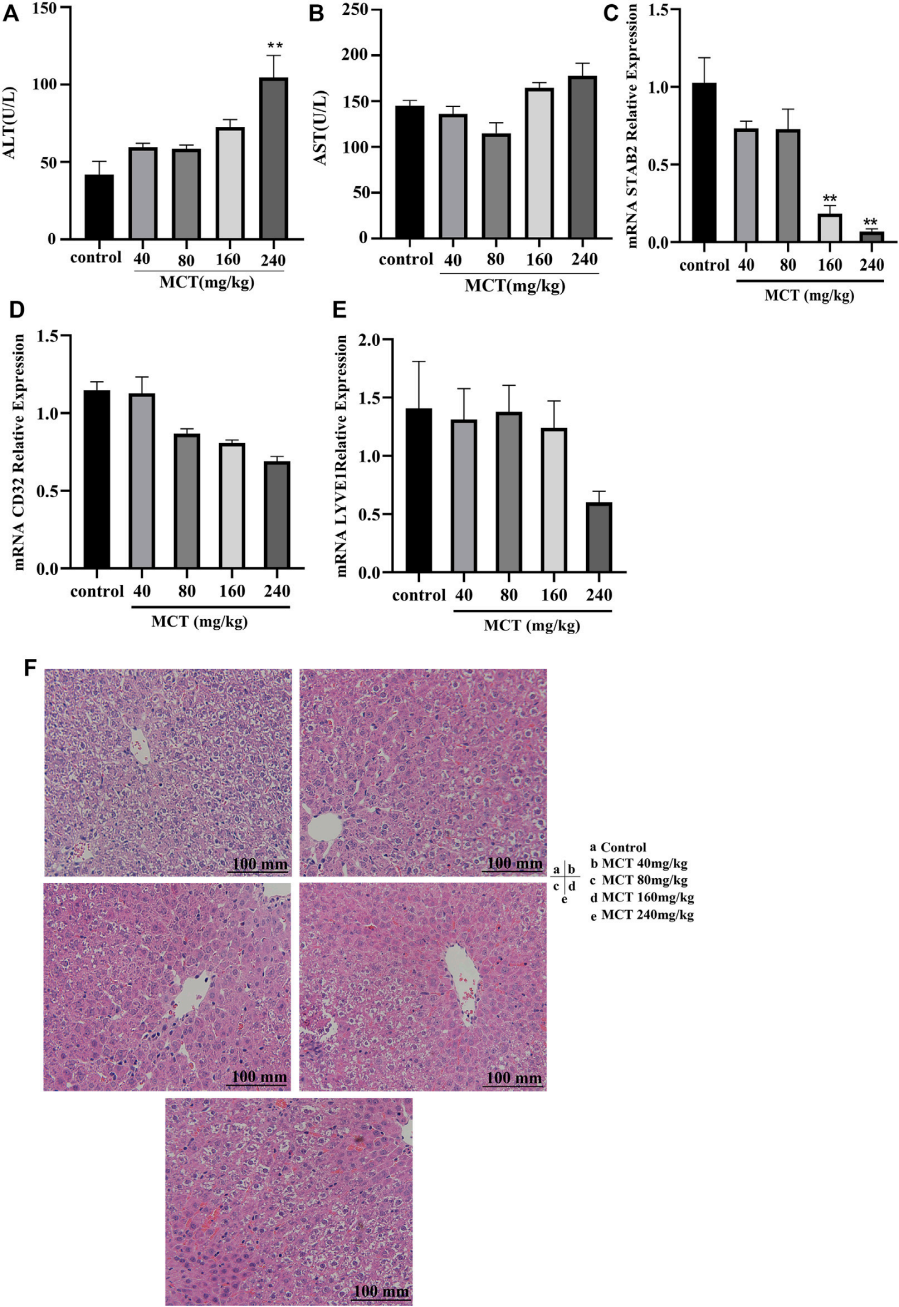
Dose-dependent monocrotaline model. Different concentrations of MCT (40, 80, 160, and 240 mg/kg) were administered orally to SD rats for 24 h. Panels show level or relative expression of **(A)** ALT, **(B)** AST, **(C)** Stab2, **(D)** CD32, and **(E)** Lyve1. **(F)** HE images for liver tissue exposed to different concentrations of MCT. MCT, monocrotaline; ALT, alanine transferase; AST, aspartate transferase enzyme; LSEC, liver sinusoidal endothelial cell; CD31, cluster of differentiation 31; Lyve1, lymphatic vessel endothelial hyaluronan receptor 1; Stab2, stabilin 2; HE, hematoxylin and eosin stain. Data are presented in the form mean ± SD (*n* = 6 rats). *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001 in comparisons of the MCT-treated group against the control group. Scale bars = 100 mm.

In the second model, 160 mg/kg MCT was administered and samples were collected for analysis after different periods of time (12, 24, 48, and 72 h). Liver weight and serum ALT and AST levels were elevated at multiple time points following administration of MCT (Figure 2A). AST levels were significantly elevated after 12 h and showed time-dependent elevation (Figure 2B), while ALT level was increased significantly after 24 h of monocrotaline administration (Figure 2C). Histopathological examination of the liver tissue after 12 h revealed early signs of hepatotoxicity, such as liver inflammation and extravasation of red blood cells into the perivenular space and the perisinusoidal space of Disse, while severe hepatotoxicity signs that might indicate the development of HSOS, including loss of perivenular hepatocytes, damage to the endothelial cells of the central venule, sinusoidal hemorrhage, dilatation, and coagulative necrosis of hepatocytes, were observed after 48 h (Figure 2F). Moreover, the genetic expression of various sinusoidal endothelial cell-specific genes, such as a cluster of differentiation 32 (CD32), lymphatic vessel endothelial hyaluronan receptor 1 (Lyve1), and stabilin-2 (Stab2), was decreased in the liver tissues after MCT treatment; this further confirmed the damage to the liver SECs and induction of HSOS by MCT (Figures 2D, E). In addition to all the above effects, the levels of apoptotic proteins, such as Bax and cyt c, and cleaved caspase-3 and -9 were increased after exposure to MCT (Figures 2G, H), indicating that induction of apoptosis is a potential mechanism in this model.

**FIGURE 2:**
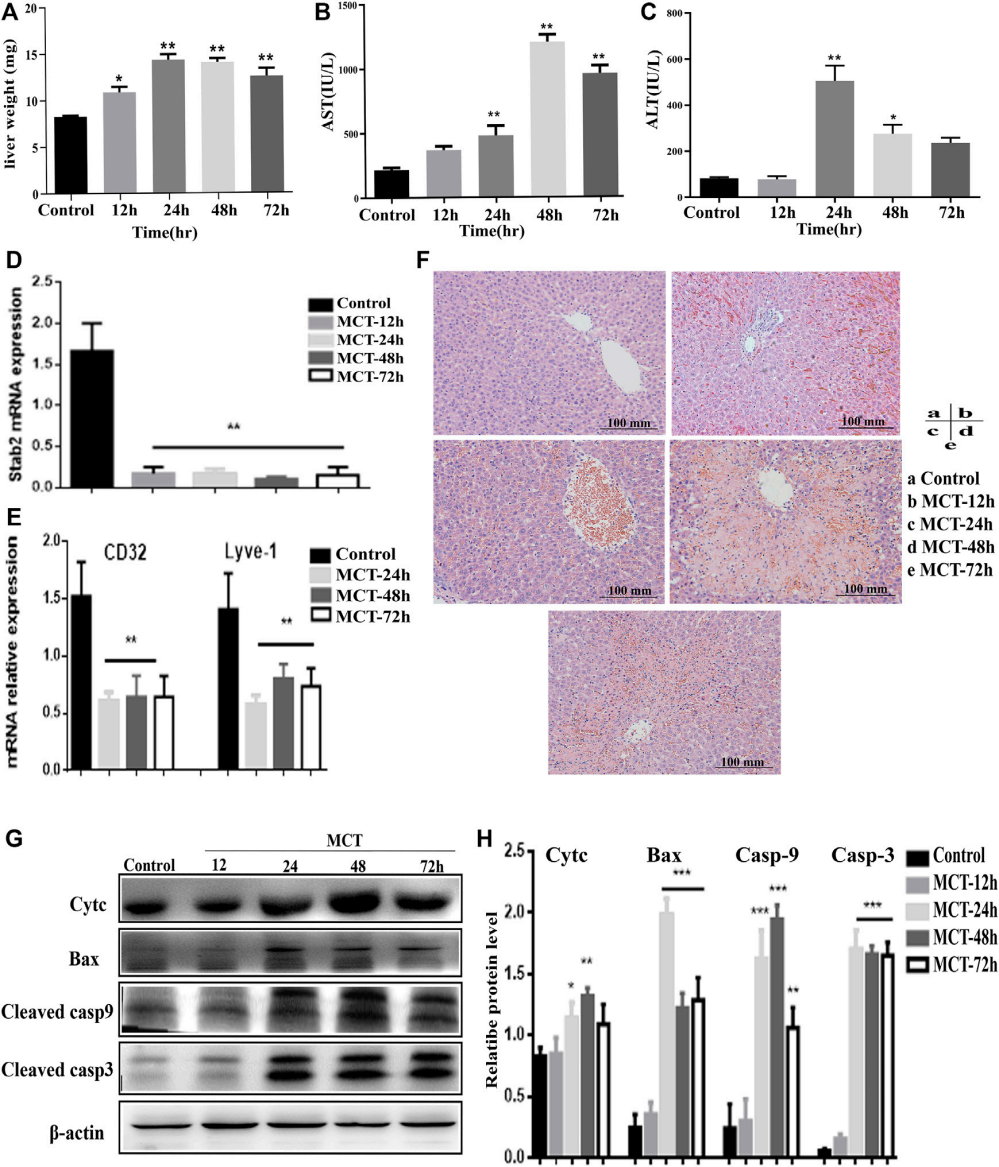
Model of hepatotoxicity induced by MCT. 160 mg/kg of MCT was administered orally to rats for different periods of time (12, 24, 48, and 72 h). Features of HSOS were observed after 48 h, while earlier features of hepatotoxicity occurred at 12 h of MCT treatment. **(A)** Change in rat liver weight after MCT treatment (normalized to total body weight). **(B,C)** Blood serum levels of liver enzymes (AST, ALT). **(D)** Relative expression of mRNAs related to LSEC-specific gene Stab2. **(E)** Relative mRNA expression of CD31 and Lyve1. **(F)** HE images of liver sections. **(G)** Western blot images indicating expression of cyt c, Bax, cleaved casp-9 and -3, and β-actin protein. **(H)** Quantification of immunoblotting results for apoptotic proteins. Data are presented in the form mean ± SD (*n* = 6 rats). *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001 in comparisons of the MCT-treated group against the control group. Scale bars = 100 mm.

### 3.2 Differential expression of lncRNAs and mRNAs during early hepatotoxicity

Microarray analysis showed that 176 lncRNAs and 4,221 mRNAs were differentially expressed among the MCT-treated group, using cut-off criteria of fold change ≥2.0 and *p*-value ≤0.05. 

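Liver RNA from control rats and from rats taken 12 h after MCT, a plant pyrrolizidine alkaloid, at 160 mg/kg was hybridized. The paper states saline for the control group of its dose experiment and does not say what the array controls received. Each of 3 control arrays and 3 MCT arrays carried the cRNA of one deposited sample, labeled with a single dye. The paper states that arrays were run in triplicate, and the samples are called arrays here because neither the text nor the sample labels say whether each came from a separate rat. The sample titles and tissue tags name liver, as the paper does, while the sample descriptions and the series text name colonic tissue. The samples were analyzed as liver, following the paper. The authors scanned the arrays and extracted spot intensities with Feature Extraction 10.7.1.1, which subtracts background within each array and does not scale arrays to one another. The array carries 61535 spots that are not controls, for 59717 probe names with 33028 distinct sequences of 60 bases. The 75th percentile of the processed intensity was 83.7, 47.0 and 85.1 on control arrays 1, 2 and 3 and 96.1, 76.4 and 56.2 on MCT arrays 1, 2 and 3. The share of probes well above background ranged from 42.8% on control array 2 to 54.0% on MCT array 1. No spot was saturated. For the values given here, log2 intensities were shifted so that the 75th percentile of each array was 0, outlier spots were left out and spots of one probe were averaged. A probe was tested when it was well above background on all 3 arrays of at least one group, which left 28426 probes. The test was limma with an intensity trend and Benjamini-Hochberg adjustment over all tested probes. The files give probe IDs and sequences and no gene names. Probes were read as mRNA or lncRNA from the letters mr or nc in their IDs, which is an inference. Control arrays 1 and 2 lay on one slide, and control array 3 lay on the other slide with all 3 MCT arrays. The number of arrays limits the precision, and an exact test of 3 arrays against 3 cannot give a p below 0.1.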

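At an unadjusted limma p of at most 0.05 and a fold change of at least 2, 4895 of 26236 tested mRNA probes differed between the MCT and control groups, of which 2115 were upregulated and 2780 were downregulated. Under the same criteria 257 of 1490 tested lncRNA probes differed, with 172 upregulated and 85 downregulated. At a Benjamini-Hochberg limma adjusted p under 0.05 and the same fold change, 4461 mRNA probes were called, 1836 upregulated and 2625 downregulated. The adjusted criteria called 181 lncRNA probes, 107 upregulated and 74 downregulated. Background correction by normexp with an offset of 50 changed the called mRNA count most, to 1104 probes. The offset by itself shrinks the fold changes of dim probes. The called lncRNA count was lowest, at 31 probes, with the methods' t-test after the same adjustment. With the slide as a block in the limma model, which sets the MCT arrays against the single control array on their slide, 1525 mRNA probes were called, 798 upregulated and 727 downregulated. The same model called 61 lncRNA probes, 52 upregulated and 9 downregulated, and 26 of these were among the 181. The called lncRNA count was also sensitive to single arrays, with 54 probes without MCT array 2, 82 without MCT array 3, 108 without control array 1 and 315 without control array 3.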

Of the 176 lncRNAs, 113 were upregulated and 63 were downregulated, while of the 4,221 mRNAs, 1836 were upregulated and 2,385 were downregulated (Supplementary Table S2). Microarray data were deposited in the Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE213031).

Differential expression of lncRNAs and mRNAs is presented on a scatter plot to illustrate the differences in gene expression between the two sets of data (Figures 3A, B). Additionally, a volcano plot was produced to evaluate the distribution of differences in levels of expression and corresponding *p*-values across many lncRNAs and mRNAs, as well as the distribution of differentially expressed genes after final selection of the most relevant (Figures 3C, D). 

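The log2 fold change of the 28426 tested probes, MCT over control, ranged from -4.23 to 5.91 with a median of 0.05. The groups did not overlap, every MCT array lying on one side of every control array, for 51.2% of tested mRNA probes and 28.7% of tested lncRNA probes, where chance gives 10%. Among the called probes, 4409 of 4461 mRNA probes and 172 of 181 lncRNA probes had no overlap. The following probes had the largest changes among called probes that were well above background on all 6 arrays and did not overlap. The mRNA probe rno_bmr006224 rose from -0.80 ± 0.33 to 3.55 ± 0.73 log2 units relative to the array percentile (SD, n = 3 arrays), a log2 fold change of 4.34 (standard error 0.34, adjusted p = 0.000862 from limma with Benjamini-Hochberg adjustment). The mRNA probe rno_bmr005610 fell from 4.14 ± 0.20 to 0.92 ± 0.57, a log2 fold change of -3.22 (standard error 0.27, limma adjusted p = 0.000959). The lncRNA probe rno_bnc006989 rose from 0.76 ± 0.21 to 3.07 ± 0.54, with a log2 fold change of 2.31 and a limma adjusted p of 0.00209. The lncRNA probe rno_gnc056654, 1 of 4 probe names of its sequence, decreased from -0.02 ± 0.64 to -2.02 ± 0.32. Its fold change was -4.01, with a limma adjusted p of 0.00498. Its adjusted p rose to 0.0659 with the slide as a block. With normexp background correction the log2 fold changes of these 4 probes, in the same order, were 3.29, -2.625, 1.88 and -0.825, the last less than a halving. The files do not pair these IDs with gene names.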

Hierarchical clustering analysis illustrates the differentially expressed signatures of both lncRNAs and mRNAs (Figures 3E, F), in which distinguishable gene expression patterns are evident among the samples.

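The arrays were compared over all tested probes, because probes selected for a group difference part the groups by construction. The distance between arrays, 1 minus Pearson r across probes, averaged 0.126 between groups and 0.0421 within groups, a ratio of 2.99. Average-linkage clustering placed the 3 control arrays and the 3 MCT arrays in separate branches. The ratio was the largest of the 10 possible splits of the arrays (exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). The closest arrays of different groups were control array 3 and MCT array 1, which shared a slide, at a distance of 0.0637. MCT array 1 lay at 0.0559 from MCT array 3 and at 0.0320 from MCT array 2. Over the called probes alone the ratio was 6.88. From its clustering, the paper states that expression patterns could be distinguished among the samples.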

**FIGURE 3:**
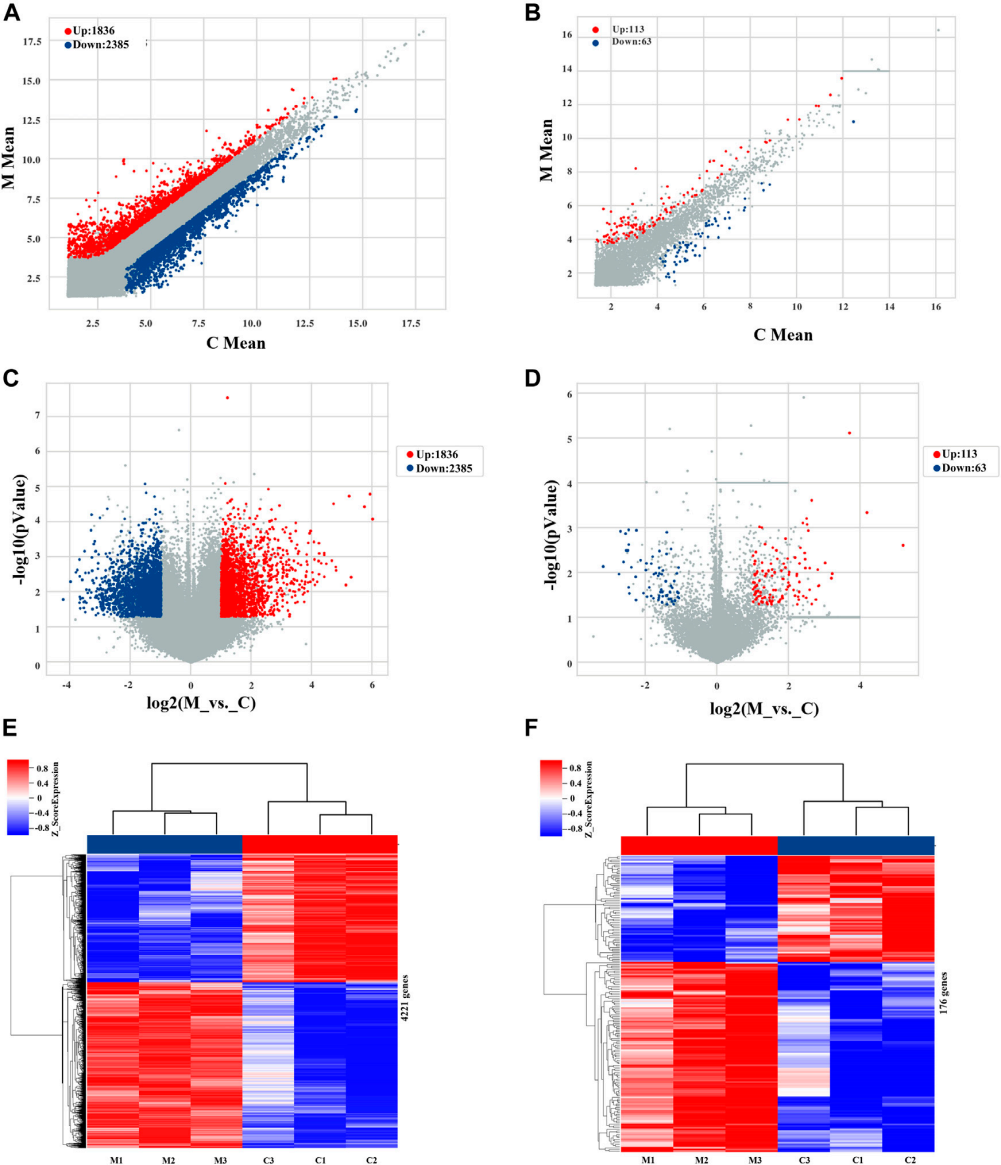
Profiles of lncRNAs and mRNAs differentially expressed during early hepatotoxicity induced by MCT. **(A,B)** Scatter plots of differentially and non-differentially expressed mRNAs and lncRNAs, respectively. **(C,D)** Volcano maps of differentially and non-differentially expressed mRNAs and lncRNAs, respectively. Each point on the graph corresponds to one mRNA/lncRNA; the abscissa corresponds to its expression in the control group, and the ordinate corresponds to its expression in the MCT treatment group. **(E,F)** Cluster heat maps of mRNAs and lncRNAs, respectively, in the control and MCT-treated groups. Each row corresponds to a differentially expressed mRNA/lncRNA, and each column corresponds to a sample. Color indicates the relative change to the corresponding mRNA/lncRNA in each sample: red corresponds to high expression, blue corresponds to low expression, and gray (in volcano and scatter plots) represents an mRNA/lncRNA that does not meet the corresponding threshold. C, control group; M, monocrotaline-treated group.

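Among mRNA probes past an unadjusted limma p of 0.05 and a fold change of 2, the 3 with the largest rise in the MCT group were 3 probe names of one 60-base sequence, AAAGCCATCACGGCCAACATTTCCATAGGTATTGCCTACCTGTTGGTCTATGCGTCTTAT. Their fold changes were 60.0, 56.4 and 50.0, with limma adjusted p of 8.84e-05, 6.50e-06 and 1.96e-05. The log2 signal of the first was -2.16 ± 0.56 in the control group and 3.75 ± 0.23 in the MCT group (SD, n = 3 arrays). All 3 names were well above background on every MCT array, but on only 1, 2 and 2 of the 3 control arrays, so the control level behind these folds was partly near background. The largest fall was a fold change of -18.7 (limma adjusted p = 0.00540), for 1 of 3 probe names of one sequence. The other names of that sequence were not among the 5 largest falls. The probe with the largest fall was well above background on all 3 control arrays and on 1 of 3 MCT arrays. Its log2 signal went from 1.45 ± 0.51 to -2.77 ± 1.75. With normexp background correction the largest rise was 12.9-fold and the largest fall 6.17-fold. The files do not pair these probes with gene names.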

Based on the results of the gene differential expression analysis, we found that the most upregulated gene in the MCT treatment group was ATP-binding cassette, subfamily B (MDR/TAP), members 1B (Abcb1b), Abcb1b-X2, and Abcb1b-X1, with fold changes 60 (*p*-value = 0.00002), 64 (*p*-value = 0.00008), and 53 (*p*-value = 0.00004), respectively, while the most downregulated genes were glial cell line-derived neurotrophic factor receptor alpha-1 (GDNF family receptor alpha-1, transcript variant X2; Gfra1) and LARGE xylosyl- and glucuronyltransferase 1, transcript variant X1 (Large1), with fold changes of −19 (*p*-value = 0.016) and −16 (*p*-value = 0.005), respectively.

### 3.3 Validation of microarray results *via* RT-PCR

The expression of several randomly selected lncRNAs and mRNAs was examined *via* RT-PCR in order to validate the results of the lncRNA and mRNA microarray analysis. Similar patterns of expression as in the microarray results were revealed for three upregulated lncRNAs (LOC0960120, LOC108350110, and LOC102554284) and three downregulated lncRNAs (LOC102553561, LOC102552718, and LOC103692937) (Figures 4A, B). In addition, the same changes as identified in the microarray findings were also observed for two upregulated mRNAs, namely WD repeat domain 74 (Wrd74) and solute carrier family three member two (Slc3a2), and for two downregulated mRNAs (Itpr-1 and Itpr-2) (Figures 4C, D).

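Probes were matched to genes by finding the primers of Supplementary Table S1 whole within the probe sequences, which identified 9 probes for 4 of the 14 genes in that table. LOC108350110 rose from -3.07 ± 0.69 in the control group to -0.05 ± 0.55 in the MCT group on the arrays (log2 signal relative to the array percentile, SD, n = 3 arrays), a log2 fold change of 3.02 (standard error 0.42, limma adjusted p = 0.00294). Its probe was well above background on 1 of 3 control arrays and on all 3 MCT arrays, and the log2 fold change was 0.899 with normexp background correction and 2.31 with the slide as a block. LOC102554284 rose from 0.07 ± 0.10 to 2.46 ± 0.40, a log2 fold change of 2.39 (standard error 0.21, limma adjusted p = 0.00108). With the same alternatives it was 1.87 and 2.43. The ID of its probe carries the letters mi, so it was not among the probes counted as lncRNA. LOC102553561 was matched by 4 probe names of one sequence. The name with the highest mean signal fell from -1.43 ± 0.36 to -2.64 ± 0.57, a log2 fold change of -1.21 (standard error 0.39, limma adjusted p = 0.0419), and lost significance under 11 of 15 alternatives. The other 3 names were not well above background on any MCT array, so only a bound holds for them, set against the higher of the probe's own signal and the lowest signal well above background on each MCT array. One of these was at least 2.08-fold lower in the MCT group and another at least 2.36-fold lower. The bounds themselves were not tested. On the signals as measured, the log2 fold changes were -1.39 (limma adjusted p = 0.0591) and -3.18 (limma adjusted p = 0.00940), in the same order. The remaining name was not tested. Its bound was 1.057-fold and its groups overlapped, with control array 3 below every MCT array. Averaged over all 4 names, a setting chosen after seeing the data, the log2 fold change was -1.66 (limma adjusted p = 0.0471). That average includes the 3 names not well above background on any MCT array. The 3 lncRNAs showed no overlap between groups at the probe used, and an exact test of 3 arrays against 3 cannot go below 0.1.

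**Figure D1:**
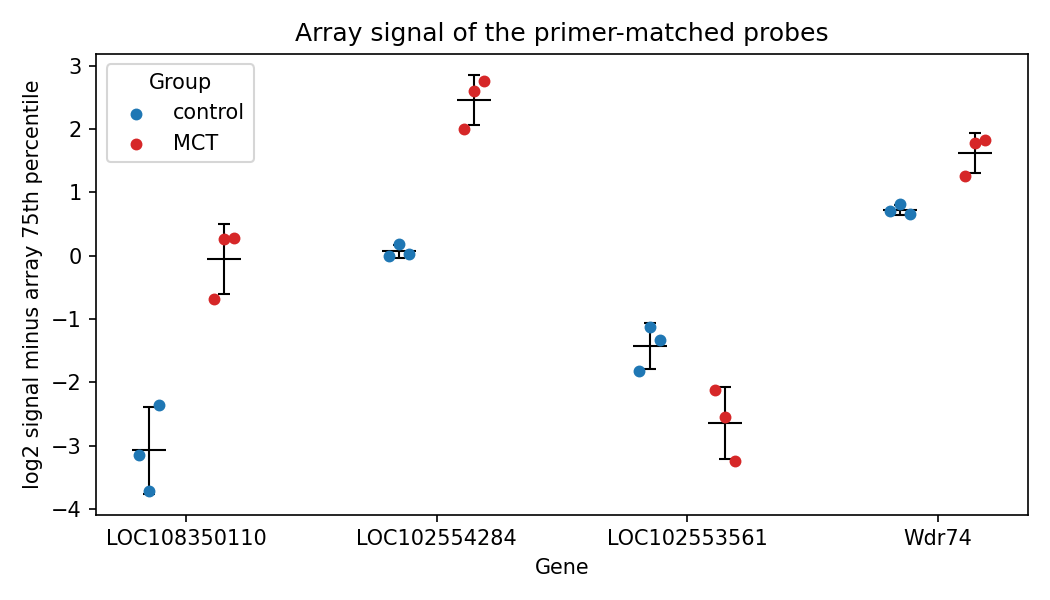
Log2 signal relative to the array 75th percentile (vertical axis) of the probe used for each gene (horizontal axis), with 1 point per array, the mean as a bar and the SD as whiskers, for 3 control and 3 MCT arrays. MCT arrays lie above control arrays for LOC108350110, LOC102554284 and Wdr74 and below them for LOC102553561.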

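Wdr74, printed as Wrd74 in the text, was matched through its primers to 3 probe names of one sequence. The name with the highest mean signal rose from 0.73 ± 0.08 in the control group to 1.63 ± 0.31 in the MCT group on the arrays (log2 signal, SD, n = 3 arrays), a log2 fold change of 0.90 (standard error 0.19, limma adjusted p = 0.00917), which is less than a doubling. The other names had log2 fold changes of 1.17 (limma adjusted p = 0.00685) and 1.06 (limma adjusted p = 0.00950). Averaged over all 3 names, a setting chosen after seeing the data, the log2 fold change was 1.04 (limma adjusted p = 0.00919), more than a doubling. For the name with the highest signal, the limma adjusted p was 0.0707 with the slide as a block and 0.0541 without MCT array 2.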

**FIGURE 4:**
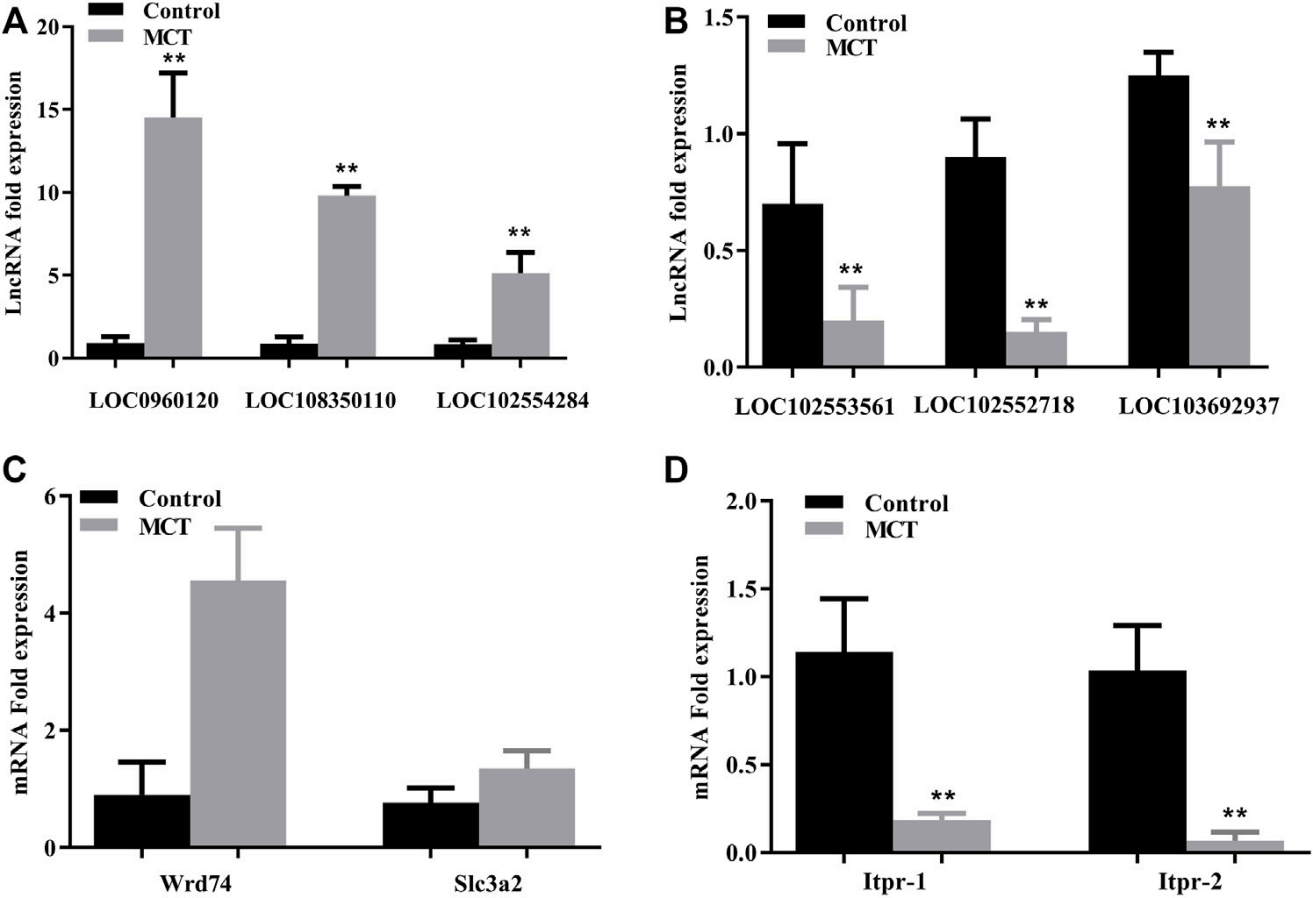
Validation of microarray results using RT-PCR. **(A)** Relative expression of upregulated lncRNAs LOC0960120, LOC108350110, and LOC102554284. **(B)** Relative expression of downregulated lncRNAs LOC192553561, LOC102552718, and LOC103692937. **(C)** Relative expression of upregulated mRNAs (Wrd74 and Slc3a2). **(D)** Relative expression of downregulated mRNAs (Itpr1 and Itpr2). *Itpr1*: inositol 1,4,5-trisphosphate receptor type 1; *Wdr74:* WD repeat domain 74; *Slc3a2:* solute carrier family three member 2. Data are presented in the form mean ± SD. *n* = 6 rats per time point. *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001 in comparisons of the MCT-treated group against the control group.

### 3.4 GO and KEGG pathway analysis

GO analysis of the differentially expressed genes was conducted in order to describe their functions. A total of 4,221 genes were entered into this analysis, of which 1759, 1833, and 1,694 genes were annotated for association with a biological process (BP), cellular component (CC), or molecular function (MF), respectively. Based on GO class (Figure 5A), the top 10 classifications for genes associated with a biological process among all dysregulated mRNAs were: positive regulation of GTPase activity; liver development; oxidation-reduction process; neutrophil chemotaxis; response to drugs; response to lipopolysaccharide; positive regulation of the apoptotic process; cellular response to drugs; cellular response to interleukin-1; and negative regulation of the extrinsic apoptotic signaling pathway. The top 10 molecular functions consisted of: RNA binding; ATP binding; protein binding; transcription factor binding; FAD-binding; flavin adenine dinucleotide binding; transcriptional cofactor binding; GTPase activator activity; protein homodimerization activity; and enzyme. Finally, the top 10 cellular components identified as functions of up- and downregulated lncRNAs were the cytosol, nucleus, cytoplasm, mitochondrion, nucleoplasm, membrane, nucleus, extracellular exosome focal adhesion, and the cytoskeleton.

**FIGURE 5:**
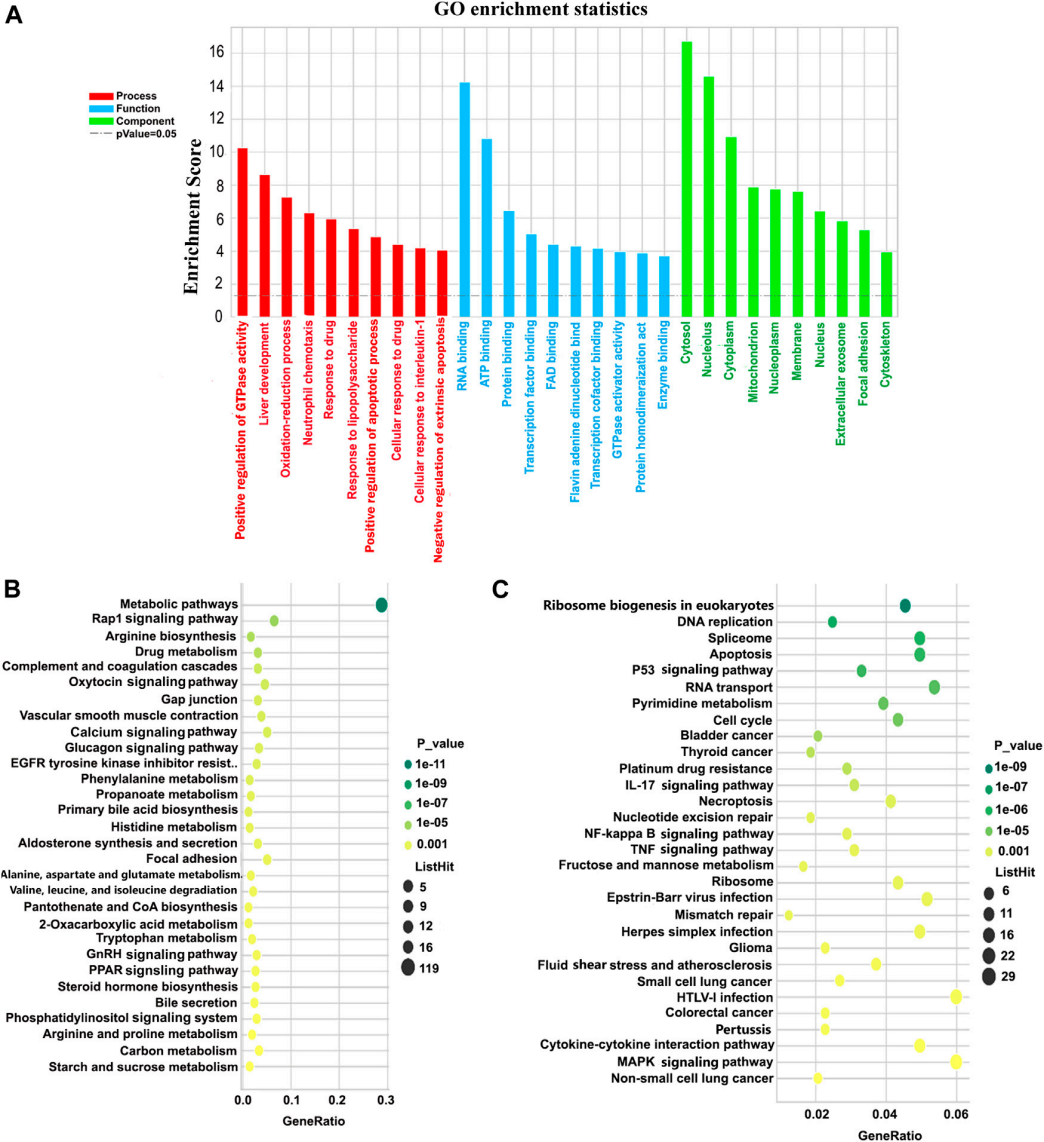
GO and KEGG pathway analyses of the biological functions of mRNAs co-expressed with differentially expressed lncRNAs. **(A)** GO enrichment for all differentially expressed mRNAs. The *Y*-axis represents -log10 (*p*-value), with higher bars therefore representing smaller corresponding *p*-values. Colors differentiate BPs, CCs, and MFs. **(B,C)** KEGG bubble charts for the top 30 pathways associated with downregulated and upregulated mRNAs, respectively. The *X*-axis represents degree of enrichment, and the *Y*-axis represents the path of enrichment. The larger the bubble, the more genes fell into this pathway, and the greener the color, the greater the significance of the enrichment. GO, Gene Ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes; BP, biological process; CC, cellular component; MF, molecular function.

895 genes were annotated for their KEGG pathway. Among these, there were 77 pathways with a *p*-value ≤0.05. The topmost enriched pathways corresponding to downregulated mRNAs were the metabolic process, the Rap1 signaling pathway, arginine biosynthesis, drug metabolism, complement and coagulation cascades, oxytocin signaling pathways, and gap junction (Figure 5B). The topmost enriched pathways for upregulated mRNAs were ribosome biogenesis in eukaryotes, DNA replication, spliceosome, apoptosis, the p53 signaling pathway, RNA transport, and pyrimidine metabolism (Figure 5C).

### 3.5 lncRNA–mRNA co-expression network and cis/trans pattern analysis

The top 500 correlations on the basis of *p*-values were identified, and Cytoscape was used to visualize the lncRNA–mRNA correlation co-expression network (Figure 6A). 

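The 6 arrays form separate groups by treatment, so a correlation over all of them mixes the treatment difference with variation among arrays of one group. For the 807441 pairs of a called lncRNA probe and a called mRNA probe, the group means were therefore removed before correlating. After that, 13.2% of pairs had a correlation coefficient of at least 0.8 in size. Re-pairing the arrays of the lncRNA probes with those of the mRNA probes within each group gave a median of 9.52% over the other pairings. The real pairing was the highest of 36 (exact permutation test, one-sided, p = 0.0278, the smallest p these pairings allow). Re-pairing the control arrays alone gave 11.5% to 12.7%, close to the real pairing. Re-pairing the MCT arrays alone gave 7.2% to 11.4%, so the excess lay mostly in the order of the MCT arrays. Independent simulated values gave 10.4%. The excess over other pairings was small without MCT array 1 (20.6% against a median of 20.0%) and without MCT array 2 (22.7% against 22.1%), where fewer arrays raise both shares. Removing the group means can leave differences in the size of the response among the MCT arrays, and technical variation that probes share. At probes called without it, MCT array 1 lay a median of 0.411 of the way from the other MCT arrays toward the controls. The excess is therefore no evidence of co-variation apart from the treatment. Probes are not independent replicates. With 3 arrays per group, a coefficient of at least 0.8 in size is weak evidence for a single pair, since 10.4% of independent pairs reached it.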

Interestingly, we found that LOC102552718 was co-expressed to a significant extent with Itpr-1 (correlation coefficient = 0.99, *p*-value = 0.0000007). Furthermore, co-expression data and causal interactions between these lncRNAs and their gene targets were assessed in association with information on chromosomal location (cis/trans). The top 20 lncRNA−mRNA cis interactions and trans interactions are presented in Figures 6B, C. According to the analysis, the most significant cis interaction was between LOC102548189 and Itpk1 (correlation coefficient = 0.98, *p*-value = 0.0004), with both being located on chromosome 6. In contrast, the Itpk1 gene was found to be regulated by LOC102555010 in a trans manner (correlation coefficient = 0.99, *p*-value = 0.00002, and free energy = −102.33).

**FIGURE 6:**
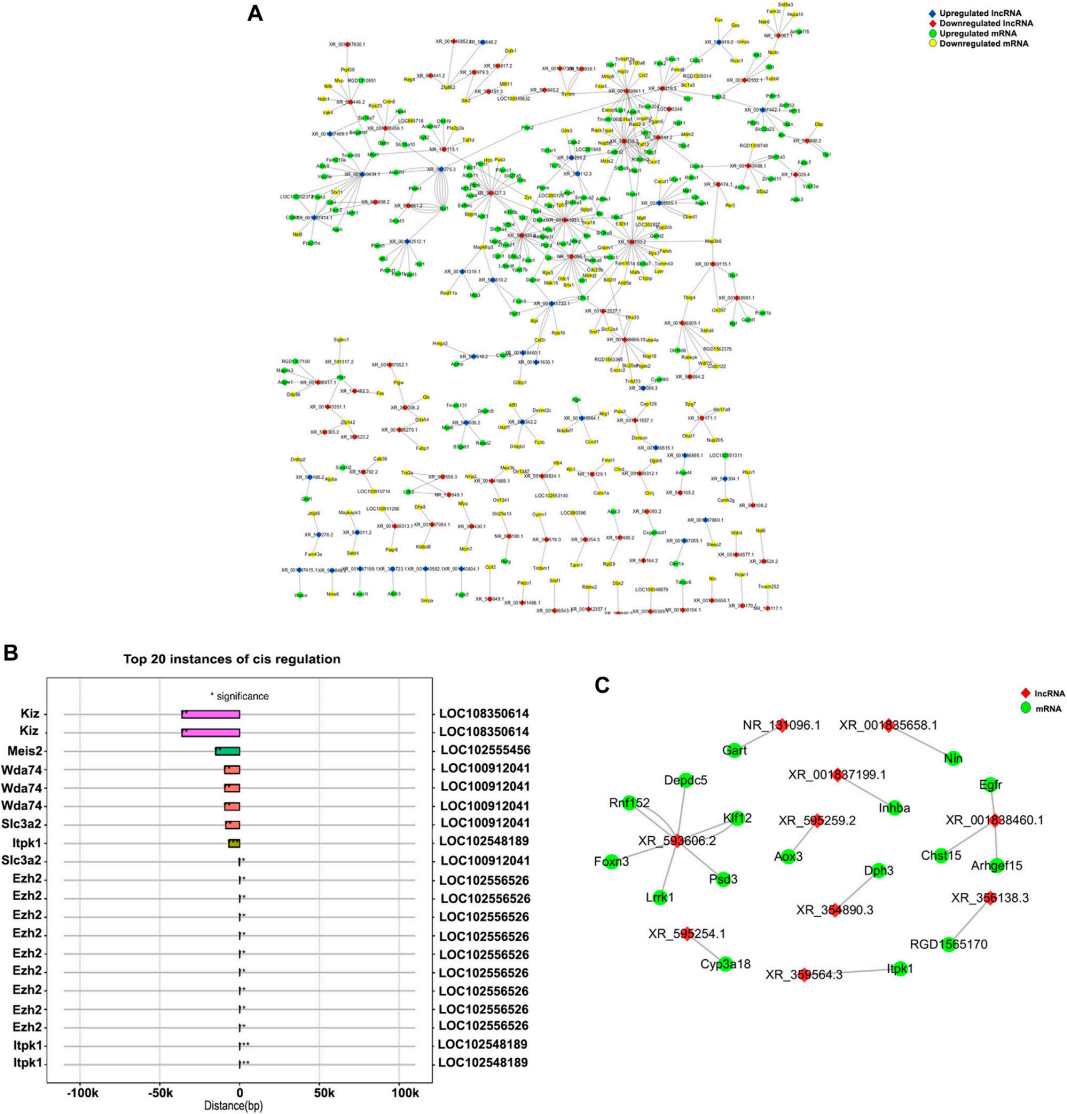
Visualization of mRNA–lncRNA co-expression network. **(A)** Network of mRNA–lncRNA co-expression drawn using Cytoscape 3.7.2. **(B)** Cis-regulated mRNA–lncRNA correlations. Number of asterisks indicates the level of significance: ***0 < *p* < 0.001; **0.001 < *p* < 0.01; *0.01 < *p* < 0.05. The left and right *Y*-axes represent mRNAs and lncRNAs, respectively; the *X*-axis represents the distance between the mRNA and lncRNA, with negative values indicating upstream distance and positive values downstream. Bars of the same color represent the same lncRNA. **(C)** Network diagram of mRNA–lncRNA trans target interaction, also drawn using Cytoscape 3.7.2. Red nodes represent lncRNAs; green nodes represent genes.

### 3.6 Hypothesized regulatory role of LOC102552718 in hepatotoxicity induced by monocrotaline

Based on the co-expression analysis, we found that LOC102552718 might play an essential role in MCT-induced hepatotoxicity. Thus, we further explored its possible regulatory role in the model established in this study. RT-PCR results revealed that LOC102552718 was significantly downregulated following treatment with MCT (Figure 7A). Pearson correlation analysis was conducted to identify and quantify correlations between LOC102552718 and differentially expressed genes (Supplementary Table S3). Several variants of inositol 1,4,5-trisphosphate receptor type 1 (Itpr1) were found to be correlated with LOC102552718; of these, the Itpr1-X6 variant had the highest correlation coefficient of 0.99, with a *p*-value of 0.0000007. Moreover, GO and KEGG enrichment analysis was performed for each differentially expressed gene co-expressed with LOC102552718 (Figures 7B, C); these analyses revealed that gap junction and apoptosis were the most significantly enriched cellular processes, with *p*-values of 0.00001 and 0.001, respectively, while the Rap1 signaling and MAPK signaling pathways were enriched within the category of environmental information processing (EIP), with *p*-values of 0.00006 and 0.0004, respectively. Based on the gene–transcription factor pairs provided by the Gene Transcription Regulation Database (GTRD) (Yevshin et al., 2017), the differentially expressed gene corresponding to each transcription factor (TF) was calculated using the database for LOC102552718 and the clusterProfiler software package (Figure 7D). This analysis indicated that Jun proto-oncogene and the AP-1 transcription factor subunit (Jun) were highly correlated with LOC102552718.

**FIGURE 7:**
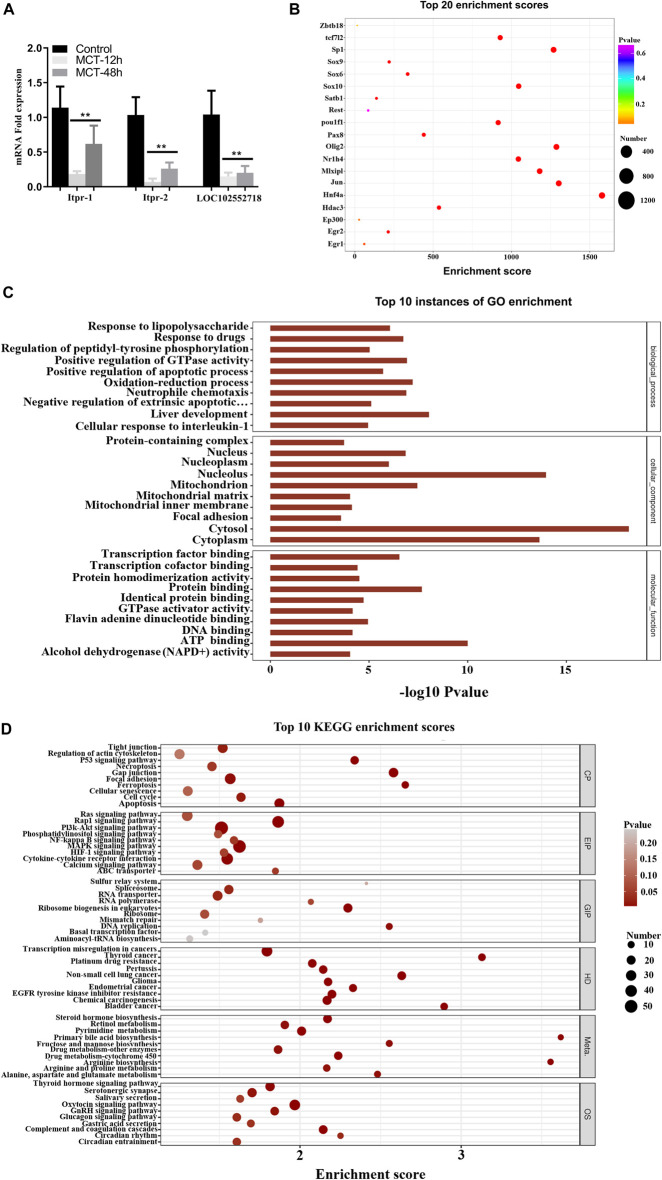
Hypothesized function of *LOC102552718* in hepatotoxicity induced by MCT. **(A)** Relative expression of Itpr1, Itpr2, and LOC102552718 in control and MCT-treated liver tissue. Data are presented in the form mean ± SD. *n* = 6 rats per time point. **(B)** Bubble chart of the top 20 enriched transcription factors associated with *LOC102552718*. The *X*-axis represents enrichment score. The larger the bubble, the higher the number of differentially expressed genes encoding the protein. Bubble color indicates the *p*-value for enrichment: the smaller the *p*-value (i.e., the greater the significance), the further the color along the scale from purple to blue to green to red. **(C)** Top 10 GO enrichment scores for *LOC102552718*. The *Y*-axis represents -log10 (*p*-value); the longer the bar, the smaller the corresponding *p*-value. **(D)** Top 10 KEGG enrichment results for differentially expressed genes co-expressed with *LOC102552718*, highlighting the top 10 entries with the smallest *p*-values for several KEGG primary classifications (Cellular Processes, Environmental Information Processing, Genetic Information Processing, Human Diseases, Metabolism, and Organismal Systems). The *X*-axis represents enrichment score. The larger the bubble, the higher the number of differentially expressed genes. Bubble color ranges from gray to red as the *p*-value representing enrichment decreases (i.e., as significance level increases). *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001 in comparisons of the MCT-treated group against the control group. Colors differentiate BPs, CCs, and MFs. BP, biological process; CC, cellular component; MF, molecular function.

## 4 Discussion

Liver sinusoidal endothelial cells (LSECs) have been identified as the first target of injury for some hepatotoxins, including MCT (Caldwell-Kenkel et al., 1988; McKeown et al., 1988). This can be observed clearly in the expression of Stab2, a gene related to LSECs (Figure 2D); additionally, the depletion of glutathione represents the main reason for this (DeLeve et al., 1999; Neuman et al., 2015). In the present study, we constructed a dose-dependent curve to determine the appropriate dose for the establishment of an HSOS model. This was carried out *via* oral gavage of 40, 80, 160, and 240 mg/kg of MCT in rats for 24 h. Based on the resulting HE images and liver enzymes (Figure 1), 160 mg/kg MCT was selected as the recommended dose for establishment of the HSOS model.

In this HSOS model, the levels of liver enzymes ALT and AST were found to be elevated after 12 h MCT treatment; additionally, liver inflammation and extravasation of red blood cells into the perivenular spaces appeared in the liver tissue under histopathological examination. Based on these results, hepatic sinusoidal obstruction syndrome features were observed clearly after 48 h of MCT administration. Loss of perivenular hepatocytes, damage to the endothelial cells of the central venule, sinusoidal hemorrhage, dilatation, and coagulative necrosis of the hepatocyte were observed in HE images (DeLeve et al., 2003). Furthermore, immunoblotting results for apoptotic proteins, in which cyt c, Bax, and cleaved caspase-3 and -9 levels were increased, revealed that apoptosis was induced upon treatment with MCT.

The roles played by lncRNAs in liver physiology and toxicity have been identified in various types of research. Although multiple studies have been performed to elucidate the pathogenesis of MCT-induced HSOS, no studies have been conducted on lncRNAs and their role in the pathogenesis, diagnosis, and treatment of MCT-induced hepatotoxicity. In this study, 4,221 genes and 176 lncRNAs were differentially expressed, and several biological pathways relating to these and involved in early hepatotoxicity induced by MCT have been described; additionally, the RT-PCR results showed an excellent degree of concordance with the microarray results. Furthermore, we have identified several lncRNAs that were altered during application of the HSOS model.

In order to explore these new insights into the biological and cellular mechanisms involved in MCT-induced hepatotoxicity, GO and KEGG analyses were conducted; according to the results, many pathways were activated in this model, while others were inhibited. Metabolic pathways were the most significantly downregulated (*p*-value = 1.72E-11), with many related genes being downregulated upon exposure to MCT, such as lipase, glutaminase-2, 4-hydroxy-2-oxoglutarate aldolase (Hoga1), and inositol-tetrakisphosphate 1-kinase (Itpk1). These changes in metabolic pathways may affect mitochondrial functions (the TCA cycle and ATP production), lead to an increase in the release of cyt c from the mitochondria, and activate apoptotic cascades culminating in liver cell apoptosis. Furthermore, apoptosis (*p*-value = 1.48E-06) and the TNFα signaling pathways (*p*-value = 0.00143) were upregulated in the monocrotaline treatment group.

Additionally, the calcium signaling and phosphatidylinositol signaling pathways were altered significantly in early hepatotoxicity (*p*-values = 0.000393 and 0.003046, respectively). Calcium is a crucial secondary messenger that participates in many hepatic processes. Consequently, changes in calcium signaling have been detected in mechanistically distinct liver injury conditions, and dysregulation of calcium signaling is an indicator of both acute and chronic liver diseases (Oliveira et al., 2015; Oliva-Vilarnau et al., 2018).

The extracellular matrix (ECM) provides physical protection and structural support for cells; it also regulates the adhesion, migration, differentiation, proliferation, and survival of cells (Cox and Erler, 2011). ECM production and function are altered with the development of liver disease (Friedman et al., 2000). Hanumegowda et al. have demonstrated that matrix metalloproteinases (MMPs) play a role in the endothelium damage caused by MCT (Hanumegowda et al., 2003). Generally, MMP-2, MMP-3, MMP-8, MMP-10, MMP-12, and MMP-13, among other MMPs, are significantly upregulated during hepatic IRI (Cursio et al., 2002; Hamada et al., 2008); MMP-8 appears to be among the candidates for anti-fibrotic function, and overexpression of this has been found to correlate with enhanced hepatocyte proliferation and a reduction in liver fibrosis (Iimuro et al., 2003; Harty et al., 2005; Endo et al., 2011). MMP-19 has also been found to be associated with hepatic fibrosis, and deficiency in MMP-19 has been shown to be associated with impaired TGF-β signaling and reduced liver fibrosis in the CCl_4_ murine model (Jirouskova et al., 2012).

In this study, matrix metallopeptidase-8 (MMP-8) was upregulated 3-fold in the MCT treatment group (*p*-value = 0.001624). Moreover, it was co-expressed with LOC102554284 (nucleolar protein 56-like), with a correlation coefficient of 0.999,026 (*p*-value = 0.00000146). Based on the above studies and information, LOC102554284 could represent a novel regulator for MMP-8 and a target to enhance liver cell proliferation; however, further experiments would be required to confirm this hypothesis.

The functional roles of individual lncRNAs and their downstream causal implications for responses to MCT-induced hepatotoxicity have been examined here using lncRNA–mRNA co-expression analysis, which has provided a basis for future hypothesis-driven experimental studies. LOC102552718 was one of the most downregulated lncRNAs following MCT treatment. LOC102552718 is an uncharacterized lncRNA that was found to be heavily enriched here, and it exhibits high liver specificity relative to other organs (Yu et al., 2014). Moreover, co-expression analysis indicated a significant correlation of LOC102552718 with Itpr1 in a trans pattern (Table 2), and Itpr1 and Itpr2 were significantly downregulated in the MCT treatment group according to the microarray and RT-PCR results (Itpr1: fold change = −3.52875, *p*-value = 0.001393; Itpr2: fold change = −11.0638, *p*-value = 0.008441).

Inositol 1,4,5-trisphosphate receptors are intracellular calcium channels that are activated by IP3 to release Ca^2+^ from intracellular stores, as well as modulating Ca^2+^ levels (Ivanova et al., 2014). In hepatocytes, the principal intracellular calcium release channel is the Ca^2+^ signaling that results from the activation of Itpr1 and Itpr2 (Khamphaya et al., 2018). Itpr1 plays an essential role in cell proliferation and liver regeneration (Rodrigues et al., 2007); it also regulates liver cell apoptosis (Hanson et al., 2004; Guerra et al., 2011). Various feedback mechanisms have been proposed, which allow Itpr to play a role in amplifying or inhibiting the calcium-dependent apoptotic pathways (Joseph and Hajnóczky, 2007; Rezuchova et al., 2019). For instance, during apoptosis, caspase-3 binds with Itpr1 and cleaves it, leading to suppression of IP3-induced Ca^2+^ release and potentially interfering with the IP3/Ca^2+^ signaling pathway and intracellular Ca^2+^ homeostasis within cells undergoing apoptosis. Moreover, Itpr1 knockout impairs mitochondrial calcium signaling and reduces hepatic triglycerides and lipid droplet formation (Feriod et al., 2017); inhibiting Itpr1 will abrupt these Ca^2+^ signals, thereby weakening mitochondrial functions and lowering ATP production, causing an increase in AMP/ATP ratio, and consequently activating autophagy *via* AMP-activated protein kinase (AMPK) (Kania et al., 2017). Based on the above results, LOC102552718 might play a role in controlling Itpr1 expression in hepatotoxicity induced by MCT (Figure 8). In particular, the microarray results indicated that inositol-tetrakisphosphate 1-kinase (Itpk1) was downregulated, with 3-fold change (*p*-value = 0.0067), upon exposure to MCT at 160 mg/kg for 12 h. In addition, it was co-expressed with LOC102555010 in a trans pattern and with LOC102548189 in a cis pattern.

**FIGURE 8:**
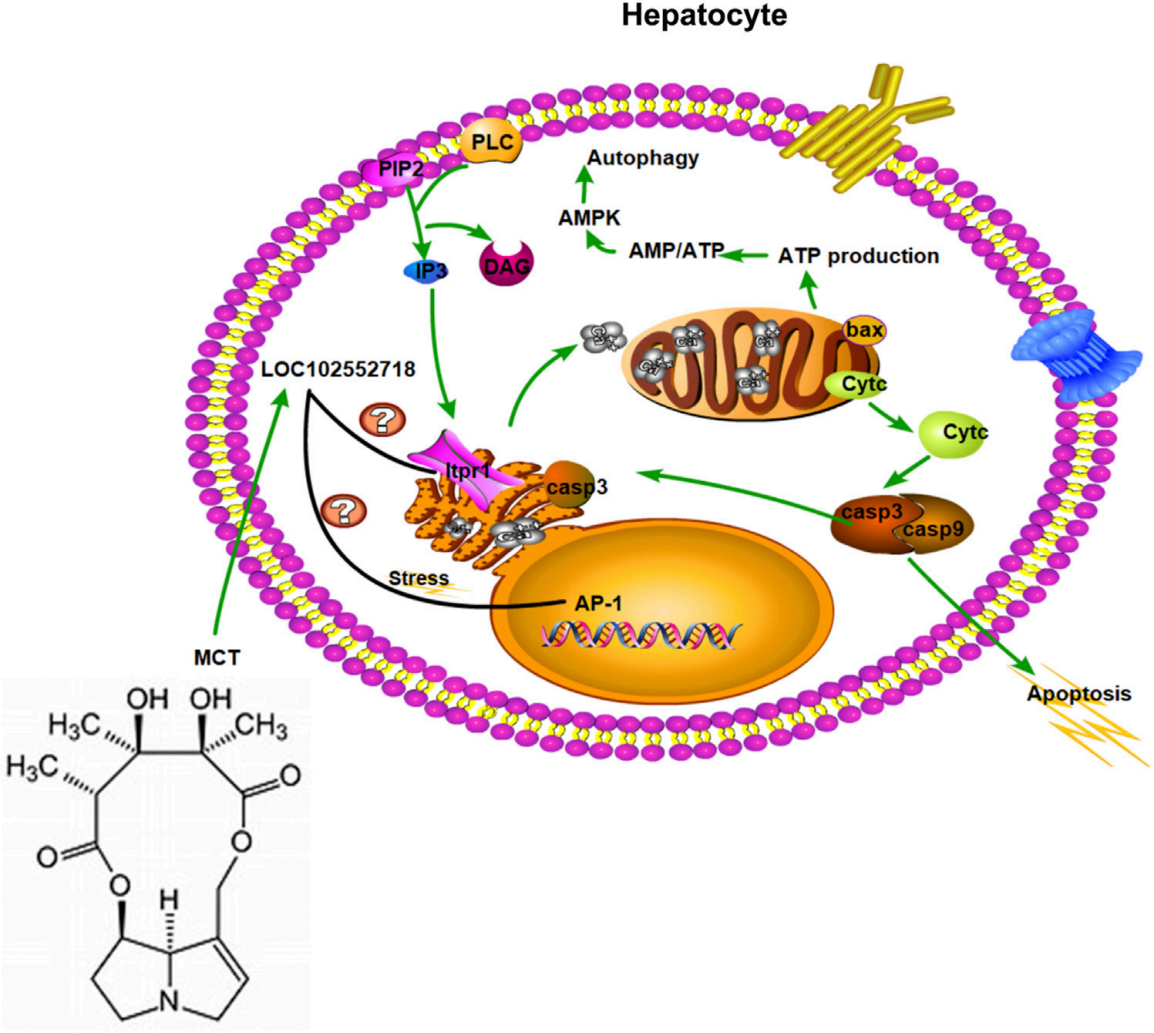
Hypothesized role of *LOC102552718* with Itpr1 in hepatotoxicity induced by monocrotaline.

LOC102548189 (XR_001838555.1) was downregulated 6-fold (*p*-value = 0.0057). It was correlated with Itpk1 in a cis manner, with a correlation coefficient of 0.98. As shown in Figure 9A, RT-PCR for LOC102548189 confirmed the microarray results, in which its level decreased from 12 h MCT treatment onward and remained significantly reduced even at 48 h MCT (HSOS). Based on the functional analysis, one of the topmost enriched pathways corresponding to the mRNAs correlated with LOC102548189 was the phosphatidylinositol 3-kinas/protein kinase (PI3/AKT) pathway. There is evidence that the PI3K/AKT pathway plays a role in the regulation of cell proliferation, the cell cycle, and apoptosis (Rodon et al., 2013). Activation of the PI3K/AKT signaling pathway may regulate antioxidant stress, apoptosis, autophagy, and inflammation *via* downstream related targeted pathways and proteins (Wang et al., 2021). The PI3K/AKT signaling pathway is also activated as a compensatory response to changes in ROS level during liver injury (Ke et al., 2013; Li et al., 2018). In conclusion, LOC102548189 may represent a target for regulation of the PI3K/AKT pathway, thereby helping in the treatment of liver injury induced by MCT; however, further experiments should be carried out to confirm this.

**FIGURE 9:**
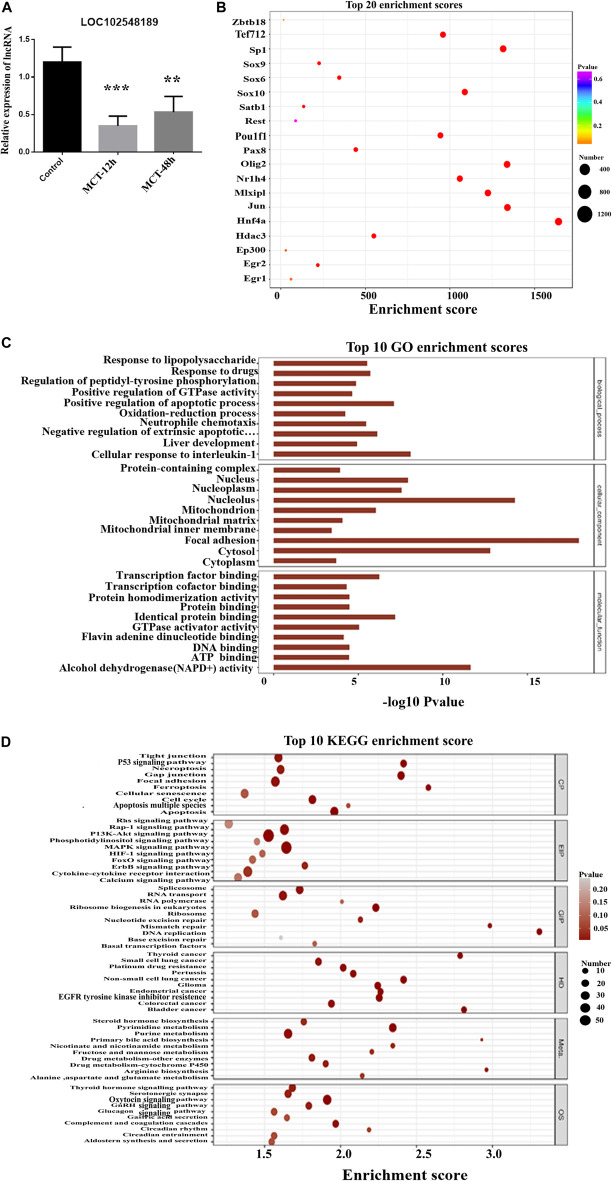
Analysis of LOC102548189 functions in MCT-treated rats. **(A)** Relative expression of LOC102548189 in control and MCT-treated liver tissues (after 12 h and 48 h). Data are presented in the form mean ± SD. *n* = 6 rats per time point. **(B)** Bubble chart of the top 20 enriched transcription factors associated with LOC102548189. **(C)** Top 10 GO enrichment scores for LOC102548189. **(D)** Top 10 KEGG enrichment results for differentially expressed genes co-expressed with LOC102548189. As the *p*-value corresponding to enrichment decreases, the significance level of the enrichment increases. *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001 in comparisons of the MCT-treated group against the control group. Colors differentiate BPs, CCs, and MFs. BP, biological process; CC, cellular component; MF, molecular function.

This study provides a foundation for future experiments; the implementation of such future experiments is strongly recommended in order to prove the mechanism proposed here and to determine whether there is translatability from animals to humans, where the lncRNA highlighted here might function as a biomarker for early diagnosis of HSOS caused by monocrotaline.

## 5 Conclusion

In this study, a molecular investigation using microarray and RT-PCR analysis revealed that many essential genes and lncRNAs are altered during MCT-induced hepatotoxicity, especially in early liver injury and HSOS. Although LOC102552718 showed promise as potentially having a regulatory function with Itpr1 in hepatotoxicity, further experiments are recommended to determine the exact mechanisms and biological action of LOC102552718 in this model.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www. ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE213031, GSE213031.

## References

[B1] AlkanF.WenzelA.PalascaO.KerpedjievP.RudebeckA. F.StadlerP. F. (2017). RIsearch2: suffix array-based large-scale prediction of RNA-RNA interactions and siRNA off-targets. Nucleic acids Res. 45 (8), e60. 10.1093/nar/gkw1325 28108657PMC5416843

[B2] AminK. A.HassanM. S.Awad elS. T.HashemK. S. (2011). The protective effects of cerium oxide nanoparticles against hepatic oxidative damage induced by monocrotaline. Int. J. Nanomed. 6, 143–149. 10.2147/IJN.S15308 PMC302657921289991

[B3] AshburnerM.BallC. A.BlakeJ. A.BotsteinD.ButlerH.CherryJ. M. (2000). Gene ontology: tool for the unification of biology. The gene ontology Consortium. Nat. Genet. 25 (1), 25–29. 10.1038/75556 10802651PMC3037419

[B4] BoehmE.ZaganelliS.MaundrellK.JourdainA. A.ThoreS.MartinouJ. C. (2017). FASTKD1 and FASTKD4 have opposite effects on expression of specific mitochondrial RNAs, depending upon their endonuclease-like RAP domain. Nucleic acids Res. 45 (10), 6135–6146. 10.1093/nar/gkx164 28335001PMC5449608

[B5] Caldwell-KenkelJ. C.ThurmanR. G.LemastersJ. J. (1988). Selective loss of nonparenchymal cell viability after cold ischemic storage of rat livers. Transplantation 45 (4), 834–836. 10.1097/00007890-198804000-00041 3282369

[B6] ChenD. L.ShenD. Y.HanC. K.TianY. (2019). LncRNA MEG3 aggravates palmitate-induced insulin resistance by regulating miR-185-5p/Egr2 axis in hepatic cells. Eur. Rev. Med. Pharmacol. Sci. 23 (12), 5456–5467. 10.26355/eurrev_201906_18215 31298399

[B7] CoppellJ. A.RichardsonP. G.SoifferR.MartinP. L.KernanN. A.ChenA. (2010). Hepatic veno-occlusive disease following stem cell transplantation: incidence, clinical course, and outcome. J. Am. Soc. Blood Marrow Transplant. 16 (2), 157–168. 10.1016/j.bbmt.2009.08.024 PMC301871419766729

[B8] CoxT. R.ErlerJ. T. (2011). Remodeling and homeostasis of the extracellular matrix: implications for fibrotic diseases and cancer. Dis. models Mech. 4 (2), 165–178. 10.1242/dmm.004077 PMC304608821324931

[B9] CursioR.MariB.LouisK.RostagnoP.Saint-PaulM. C.GiudicelliJ. (2002). Rat liver injury after normothermic ischemia is prevented by a phosphinic matrix metalloproteinase inhibitor. FASEB J. Off. Publ. Fed. Am. Soc. Exp. Biol. 16 (1), 93–95. 10.1096/fj.01-0279fje 11709491

[B10] DeLeveL. D.McCuskeyR. S.WangX.HuL.McCuskeyM. K.EpsteinR. B. (1999). Characterization of a reproducible rat model of hepatic veno-occlusive disease. Hepatol. (Baltim. Md) 29 (6), 1779–1791. 10.1002/hep.510290615 10347121

[B11] DeLeveL. D.WangX.KanelG. C.ItoY.BetheaN. W.McCuskeyM. K. (2003). Decreased hepatic nitric oxide production contributes to the development of rat sinusoidal obstruction syndrome. Hepatol. (Baltim. Md) 38 (4), 900–908. 10.1053/jhep.2003.50383 14512877

[B12] DiStefanoJ. K.GerhardG. S. (2022). Long noncoding RNAs and human liver disease. Annu. Rev. Pathol. Mech. Dis. 17 (1), 1–21. 10.1146/annurev-pathol-042320-115255 PMC918378834416820

[B13] DjebaliS.DavisC. A.MerkelA.DobinA.LassmannT.MortazaviA. (2012). Landscape of transcription in human cells. Nature 489 (7414), 101–108. 10.1038/nature11233 22955620PMC3684276

[B14] EndoH.NiiokaM.SugiokaY.ItohJ.KameyamaK.OkazakiI. (2011). Matrix metalloproteinase-13 promotes recovery from experimental liver cirrhosis in rats. Pathobiol. J. Immunopathol. Mol. Cell. Biol. 78 (5), 239–252. 10.1159/000328841 21849805

[B15] FeriodC. N.OliveiraA. G.GuerraM. T.NguyenL.RichardsK. M.JurczakM. J. (2017). Hepatic inositol 1,4,5 trisphosphate receptor type 1 mediates fatty liver. Hepatol. Commun. 1 (1), 23–35. 10.1002/hep4.1012 28966992PMC5613674

[B16] FriedmanS. L.MaherJ. J.BissellD. M. (2000). Mechanisms and therapy of hepatic fibrosis: Report of the AASLD single topic basic research conference. Hepatol. (Baltim. Md) 32 (6), 1403–1408. 10.1053/jhep.2000.20243 11093750

[B17] GeislerS.CollerJ. (2013). RNA in unexpected places: Long non-coding RNA functions in diverse cellular contexts. Nat. Rev. Mol. Cell Biol. 14 (11), 699–712. 10.1038/nrm3679 24105322PMC4852478

[B18] GuerraM. T.FonsecaE. A.MeloF. M.AndradeV. A.AguiarC. J.AndradeL. M. (2011). Mitochondrial calcium regulates rat liver regeneration through the modulation of apoptosis. Hepatol. (Baltim. Md) 54 (1), 296–306. 10.1002/hep.24367 PMC312547721503946

[B19] HamadaT.FondevilaC.BusuttilR. W.CoitoA. J. (2008). Metalloproteinase-9 deficiency protects against hepatic ischemia/reperfusion injury. Hepatol. (Baltim. Md) 47 (1), 186–198. 10.1002/hep.21922 17880014

[B20] HansonC. J.BootmanM. D.RoderickH. L. (2004). Cell signalling: IP3 receptors channel calcium into cell death. Curr. Biol. Cb. 14 (21), R933–R935. 10.1016/j.cub.2004.10.019 15530388

[B21] HanumegowdaU. M.CoppleB. L.ShibuyaM.MalleE.GaneyP. E.RothR. A. (2003). Basement membrane and matrix metalloproteinases in monocrotaline-induced liver injury. Toxicol. Sci. Off. J. Soc. Toxicol. 76 (1), 237–246. 10.1093/toxsci/kfg222 12970574

[B22] HartyM. W.HuddlestonH. M.PapaE. F.PuthawalaT.TracyA. P.RammG. A. (2005). Repair after cholestatic liver injury correlates with neutrophil infiltration and matrix metalloproteinase 8 activity. Surgery 138 (2), 313–320. 10.1016/j.surg.2005.04.009 16153442

[B23] HolochD.MoazedD. (2015). RNA-mediated epigenetic regulation of gene expression. Nat. Rev. Genet. 16 (2), 71–84. 10.1038/nrg3863 25554358PMC4376354

[B24] IimuroY.NishioT.MorimotoT.NittaT.StefanovicB.ChoiS. K. (2003). Delivery of matrix metalloproteinase-1 attenuates established liver fibrosis in the rat. Gastroenterology 124 (2), 445–458. 10.1053/gast.2003.50063 12557150

[B25] IvanovaH.VervlietT.MissiaenL.ParysJ. B.De SmedtH.BultynckG. (2014). Inositol 1,4,5-trisphosphate receptor-isoform diversity in cell death and survival. Biochim. Biophys. Acta 1843 (10), 2164–2183. 10.1016/j.bbamcr.2014.03.007 24642269

[B26] JirouskovaM.ZbodakovaO.GregorM.ChalupskyK.SarnovaL.HajduchM. (2012). Hepatoprotective effect of MMP-19 deficiency in a mouse model of chronic liver fibrosis. PloS one 7 (10), e46271. 10.1371/journal.pone.0046271 23056273PMC3467204

[B27] JosephS. K.HajnóczkyG. (2007). IP3 receptors in cell survival and apoptosis: Ca2+ release and beyond. Apoptosis Int. J. Program. Cell death 12 (5), 951–968. 10.1007/s10495-007-0719-7 17294082

[B28] KaniaE.RoestG.VervlietT.ParysJ. B.BultynckG. (2017). IP(3) receptor-mediated calcium signaling and its role in autophagy in cancer. Front. Oncol. 7, 140. 10.3389/fonc.2017.00140 28725634PMC5497685

[B29] KeB.ShenX. D.ZhangY.JiH.GaoF.YueS. (2013). KEAP1-NRF2 complex in ischemia-induced hepatocellular damage of mouse liver transplants. J. Hepatol. 59 (6), 1200–1207. 10.1016/j.jhep.2013.07.016 23867319PMC4524560

[B30] KhamphayaT.ChukijrungroatN.SaengsirisuwanV.Mitchell-RichardsK. A.RobertM. E.MennoneA. (2018). Nonalcoholic fatty liver disease impairs expression of the type II inositol 1,4,5-trisphosphate receptor. Hepatol. (Baltim. Md) 67 (2), 560–574. 10.1002/hep.29588 PMC589341229023819

[B31] LiY.TongL.ZhangJ.ZhangY.ZhangF. (2018). Galangin alleviates liver ischemia-reperfusion injury in a rat model by mediating the PI3K/AKT pathway. Cell. Physiol. Biochem. Int. J. Exp. Cell. Physiol. Biochem. Pharmacol. 51 (3), 1354–1363. 10.1159/000495553 30481779

[B32] McKeownC. M.EdwardsV.PhillipsM. J.HarveyP. R.PetrunkaC. N.StrasbergS. M. (1988). Sinusoidal lining cell damage: the critical injury in cold preservation of liver allografts in the rat. Transplantation 46 (2), 178–190. 10.1097/00007890-198808000-00001 3043774

[B33] MiH.HuangX.MuruganujanA.TangH.MillsC.KangD. (2017). PANTHER version 11: expanded annotation data from gene ontology and reactome pathways, and data analysis tool enhancements. Nucleic acids Res. 45 (D1), D183–D189. 10.1093/nar/gkw1138 27899595PMC5210595

[B34] NeumanM. G.CohenL.OprisM.NanauR. M.HyunjinJ. (2015). Hepatotoxicity of pyrrolizidine alkaloids. J. Pharm. Pharm. Sci. Can. des Sci. Pharm. 18 (4), 825–843.10.18433/j3bg7j26626258

[B35] Oliva-VilarnauN.HankeovaS.VorrinkS. U.MkrtchianS.AnderssonE. R.LauschkeV. M. (2018). Calcium signaling in liver injury and regeneration. Front. Med. 5, 192. 10.3389/fmed.2018.00192 PMC603954530023358

[B36] OliveiraA. G.AndradeV. A.GuimarãesE. S.FlorentinoR. M.SousaP. A.MarquesP. E. (2015). Calcium signalling from the type I inositol 1,4,5-trisphosphate receptor is required at early phase of liver regeneration. Liver Int. 35 (4), 1162–1171. 10.1111/liv.12587 24814243

[B37] QuinnJ. J.ChangH. Y. (2016). Unique features of long non-coding RNA biogenesis and function. Nat. Rev. Genet. 17 (1), 47–62. 10.1038/nrg.2015.10 26666209

[B38] RezuchovaI.HudecovaS.SoltysovaA.MatuskovaM.DurinikovaE.ChovancovaB. (2019). Type 3 inositol 1,4,5-trisphosphate receptor has antiapoptotic and proliferative role in cancer cells. Cell Death Dis. 10 (3), 186. 10.1038/s41419-019-1433-4 30796197PMC6385365

[B39] RodonJ.DienstmannR.SerraV.TaberneroJ. (2013). Development of PI3K inhibitors: Lessons learned from early clinical trials. Nat. Rev. Clin. Oncol. 10 (3), 143–153. 10.1038/nrclinonc.2013.10 23400000

[B40] RodriguesM. A.GomesD. A.LeiteM. F.GrantW.ZhangL.LamW. (2007). Nucleoplasmic calcium is required for cell proliferation. J. Biol. Chem. 282 (23), 17061–17068. 10.1074/jbc.M700490200 17420246PMC2825877

[B41] RoederE. (1995). Medicinal plants in Europe containing pyrrolizidine alkaloids. Die Pharm. 50 (2), 83–98.7700976

[B42] TakahashiK.YanI.HagaH.PatelT. (2014). Long noncoding RNA in liver diseases. Hepatol. (Baltim. Md) 60 (2), 744–753. 10.1002/hep.27043 PMC411011824493213

[B43] The Gene Ontology Consortium (2019). The gene ontology resource: 20 years and still GOing strong. Nucleic acids Res. 47 (D1), D330–D338. 10.1093/nar/gky1055 30395331PMC6323945

[B44] WangM.ZhangJ.GongN. (2021). Role of the PI3K/akt signaling pathway in liver ischemia reperfusion injury: a narrative review. Ann. Palliat. Med. 11 (2), 806–817. 10.21037/apm-21-3286 35016518

[B45] WucherV.LegeaiF.HédanB.RizkG.LagoutteL.LeebT. (2017). FEELnc: a tool for long non-coding RNA annotation and its application to the dog transcriptome. Nucleic acids Res. 45 (8), e57. 10.1093/nar/gkw1306 28053114PMC5416892

[B46] YangM.RuanJ.FuP. P.LinG. (2016). Cytotoxicity of pyrrolizidine alkaloid in human hepatic parenchymal and sinusoidal endothelial cells: Firm evidence for the reactive metabolites mediated pyrrolizidine alkaloid-induced hepatotoxicity. Chemico-Biol. Interact. 243, 119–126. 10.1016/j.cbi.2015.09.011 26365561

[B47] YevshinI.SharipovR.ValeevT.KelA.KolpakovF. (2017). Gtrd: a database of transcription factor binding sites identified by ChIP-seq experiments. Nucleic acids Res. 45 (D1), D61–D67. 10.1093/nar/gkw951 27924024PMC5210645

[B48] YuX. Z.JiT.BaiX. L.LiangL.WangL. Y.ChenW. (2013). Expression of MMP-9 in hepatic sinusoidal obstruction syndrome induced by Gynura segetum. J. Zhejiang Univ. Sci. B 14 (1), 68–75. 10.1631/jzus.B1200112 23303633PMC3542960

[B49] YuY.FuscoeJ. C.ZhaoC.GuoC.JiaM.QingT. (2014). A rat RNA-Seq transcriptomic BodyMap across 11 organs and 4 developmental stages. Nat. Commun. 5, 3230. 10.1038/ncomms4230 24510058PMC3926002

[B50] ZhuangW.LianG.HuangB.DuA.XiaoG.GongJ. (2018). Pulmonary arterial hypertension induced by a novel method: Twice-intraperitoneal injection of monocrotaline. Exp. Biol. Med. (Maywood, NJ) 243 (12), 995–1003. 10.1177/1535370218794128 PMC618040330099957

# Supplementary material for: Expression profiles of lncRNAs and their possible regulatory role in monocrotaline-induced HSOS in rats
**Source:** Front Genet. 2023 Jan 26;14:1041266. doi: 10.3389/fgene.2023.1041266
**Supplement:** Supplementary file 1

Expression profiles of lncRNAs and their possible regulatory role in monocrotaline-induced HSOS in rats

**Mohammed Ismail^1,3,^** ^†^ **, Xi Zhang^1,^** ^†^ **, Reham Taha^1^ , Muhanad Elhafiz^1^ , Qianwen Zhang^1^, Bashir A. Yousef^4^ , Xin Huang^1^ , Zhenzhou Jiang^1^ , Luyong Zhang^1,2,^*, Lixin Sun^1,^***

**^3^** Department of Pharmacology, Faculty of Medicine and health science, Dongola University, Dongola, Sudan.

Lixin Sun, Key Laboratory of Drug Quality Control and Pharmacovigilance, China Pharmaceutical University, Nanjing 210009, China.

Luyong Zhang, Centre for Drug Research and Development, Guangdong Pharmaceutical University, Guangzhou, China.

**^†^** These authors contributed equally to this work and share first authorship

| Gene Name | Primer Sequence |  |
| --- | --- | --- |
| CD32 | F GCCGGTCTCCTCCATTCGGC  R GCCTGTGCCTGCAGCTGACT |  |
| Lyve1 | F GGTCTGTAAGGTTCTGGGACTG  R AGACGTTGTGGAGTCTGAGGAT |  |
| Stab2 | F TGCTTCAAATGGGCTTGTGC  R GCCACGTTGTTTGCCAGAAT |  |
| Gapdh | F GCATCTTCTTGTGCAGTGCC  R TACGGCCAAATCCGTTCACA |  |
| LOC0960120 | F GGCCGGGAGTATTAGATACTGA  R CTGCATGAACGTATACACGC |  |
| LOC108350110 | F GGGAGTAACTAGGCATCCG  R CCAGAAAGGGAAGTACGCA |  |
| LOC102553561 | F CGTCTCCACAATGATGAGC  R CCTATTGTTCCTATCACAGCG |  |
| LOC102552718 | F ACAGCAAAGACACGGATT  R GGCACCACTACTTGTTTAGG |  |
| Wrd74 | F TTGGAACTGAAGGTGCGGAA  R TTCTGTGACCCAGGGAGGAA |  |
| Slc3a2 | F GGTACCTGCAGAAACGGTGA  R GCTAACTAGCCTCACGGGAC |  |
| Itpr1 | F GTG GAG GTT TCA TCT GCA AGC  R GCT TTC GTG GAA TAC TCG GTC |  |
| Itpr2 | F GCT CTT GTC CCT GAC ATT G  R CCC ATG TCT CCA TTC TCA TAG C |  |
| LOC103692937 | F TTGCATCTCAACACAGTACATT  R TGGCACACTAAGGGTAGAAG |  |
| LOC102554284 | F AAAGAACAAAGGCCATATCTCC  R GGACCTCAGAGAAGCAATCA |  |

**Supplemental Table S1; Primer sequences**

**Supplemental Table S2:**

| **Group name** | **Type** | **up** | **down** | **Total** |
| --- | --- | --- | --- | --- |
| Comp1_M_vs _C_FC2P 0.05 | mRNA | 1836 | 2385 | 4221 |
| Comp1_M_vs _C_FC2P 0.05 | ncRNA | 113 | 63 | 176 |

The total number of differential expression mRNAs and lncRNAs both upregulated and downregulated for the control and MCT treatment group.

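The table counts differentially expressed transcripts by class and direction. On this array one sequence can stand under several probe names, so a count of names is larger than a count of sequences. The called mRNA probe names had 2395 distinct sequences and the called lncRNA probe names had 167. Called mRNA rises averaged 1.52 names per sequence and called falls averaged 2.21.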

**Supplemental Table S3:**

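The table lists genes whose array signal was correlated with that of LOC102552718 over the samples of both groups. A Pearson coefficient computed over control and MCT samples together can be large for a pair of transcripts that both differ between the groups, as well as for a pair that varies together within a group.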

Correlation between the expressions of the differential LOC102552718 and differential genes expression**;** Use Pearson correlation test (Pearson) to calculate the correlation between the expressions of the differential LOC102552718 and differential gene expression, and select the correlation pair with a correlation coefficient ≥ 0.9 and a p-value of less than or equal to 0.05.

| ***lncRNA symbol*** | ***LncRNA-id*** | ***lncRNA chrom*** | ***Gene symbol*** | ***mRNA-id*** | ***mRNA chrom*** | ***Correlation Coefficient*** | ***p-value*** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| LOC102552718 | XR_357275.3 | Chr9 | Itpr1-X6 | XM_008763172.2 | Chr4 | 0.999302 | 7.31E-07 |
|  |  |  | Itpr1-X10 | XM_008763176.2 | Chr4 | 0.999226 | 8.98E-07 |
|  |  |  | Prex2 | NM_001107899.1 | Chr5 | 0.999095 | 1.23E-06 |
|  |  |  | Itpr1-X3 | XM_008763169.2 | Chr4 | 0.998915 | 1.77E-06 |
|  |  |  | Slc16a10 | XM_008772975.2 | Chr20 | 0.99849 | 3.42E-06 |
|  |  |  | Itpr1- X1 | XM_008763167.2 | Chr4 | 0.998484 | 3.44E-06 |
|  |  |  | Itpr1-1 | NM_001007235.2 | Chr4 | 0.998361 | 4.03E-06 |
|  |  |  | Atxn7l1 | XM_006240014.3 | Chr6 | 0.998352 | 4.07E-06 |
|  |  |  | Peak1 | NM_001108149.1 | Chr8 | 0.998301 | 4.33E-06 |
|  |  |  | Atxn7l1 | XM_008764632.2 | Chr6 | 0.998286 | 4.40E-06 |
|  |  |  | Itpr1-X12 | XM_008763177.2 | Chr4 | 0.998063 | 5.62E-06 |

How the deposited data were processed for this re-analysis (not part of the article)

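Liver RNA of 3 control samples and 3 samples taken 12 h after 160 mg/kg MCT was measured on one-color arrays. The authors labeled cRNA with Cyanine-3, scanned the arrays and extracted spot intensities with Feature Extraction 10.7.1.1. The deposited intensity values are background-subtracted within each array and not scaled between arrays. The authors also deposited log2 values per probe made with GeneSpring, whose normalization the paper's text does not name. These log2 values share one minimum, 1.28, and one maximum, 18.1, on all 6 arrays, as quantile normalization gives. They correlated with the log2 scanner intensities at r between 0.998 and 1.00 across probes within each array. Sample groups and numbers were taken from the sample titles and the paper.

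The log2 of the processed intensity was shifted by the 75th percentile of each array. Control spots and spots marked as non-uniform or population outliers were left out, and spots of one probe were averaged. Probes well above background on all 3 arrays of at least one group were tested with limma 3.58.1 in R 4.3.3, with an intensity trend, and adjusted by the Benjamini-Hochberg method over the 28426 probes tested. A probe was called at an adjusted p under 0.05 and a log2 fold change of at least 1 in size. Counts are also given at the study's criteria, an unadjusted p of at most 0.05 and a fold change of at least 2, with limma's p in place of the t-test. Tables were handled with data.table 1.17.8.

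The planned classes used RefSeq accession prefixes, which the files do not carry. Probes were instead classed from the letters in their IDs, mr as mRNA and nc as lncRNA. Of the tested probes, 26236 were mr, 1490 nc, 690 mi and 10 pr. The primers of Supplementary Table S1 bear on this reading in both directions. The Wdr74 probes are mr, and those of LOC108350110 and LOC102553561 are nc, but that of LOC102554284, which the paper calls an lncRNA, is mi.

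The rule for probes named in the text, set before the data were examined, was every gene the paper names and the largest rises and falls among called probes that were well above background on all 6 arrays with no overlap between groups. Genes were named only where a whole primer of Table S1 lay within a probe, which held for 4 of 14 genes. For a gene with several probes the one with the highest mean was used. The largest changes without the background rule, and the sequence shared by the largest rises, were singled out after their values were seen.

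On simulated data with 200 changed probes among 28424, limma with the trend recovered 57.5% of them and called 8 unchanged probes. The t-test recovered 25% and called 2 unchanged probes. The model with the slide as a block recovered 0% of the changed probes. In the real data far more probes were called, 4728 without the block, and the Benjamini-Hochberg limit depends on how many probes change. The 0% is therefore no measure of the power of the block model on the real data.

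The alternatives set before the data were examined were quantile normalization, normexp background correction with an offset of 50, no filter or a filter on all 6 arrays, the methods' t-test, limma without the trend, the replicate number or the slide as a block, the authors' deposited log2 values, centering on the median of tested probes, and leaving out each array. Those chosen after seeing the data were one value per 60-base sequence, counting mi probes as lncRNA, leaving out background outliers, positive correlations alone, leaving out each array for the correlation within groups, and the deposited log2 values with the methods' t-test. One value per sequence was computed in 2 ways. The average over tested names was run first, and the average over all names replaced it as the form preferred after that result was seen, so both are given. Before the values reported here were fixed, 28 filters on dim probes were set against the paper's counts, with the deposited log2 values and the t-test. They gave 2516 to 5320 mRNA probes and 48 to 399 lncRNA probes, none equal to all of the paper's counts, and none was adopted as the setting reported.

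The scan order split the arrays as the slide did, so it was not fitted separately. Tests of gene lists, of gene length and of one probe per gene were planned and not run, because they need gene names. One further item that the paper names is not reported here. The number of arrays limits the precision, and a single control array shares the slide of the MCT arrays.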

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

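The tests of mi probes in this part were chosen after the result was seen, although the slide as a block had been set before as an alternative for lncRNA and mRNA counts. The paper reports on lncRNAs and mRNAs, and the array also carries 1551 probes whose IDs hold the letters mi, which the paper's text does not mention as a class. Of the 690 of them that were tested, 86 were called between the MCT and control arrays by limma, 51 upregulated and 35 downregulated, a share of 12.5% against 12.1% of tested lncRNA probes. What the letters stand for is not given in the files, and a probe for LOC102554284, which the paper calls an lncRNA, is among them.

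The other splits of the 6 arrays called 0 mi probes with limma after adjustment, and at most 17 at the study's unadjusted criteria against 101 for the real split. Those splits mix control and MCT arrays, which by itself widens their spread. So 1 of 10 splits gave as many calls, but 10 splits cannot exclude chance at the usual level. With the slide as a block, 22 mi probes were called, 16 of them among the 86. With MCT arrays 1, 2 and 3 singled out in turn in place of control array 3, the same model called 0 mi probes, and 4, 3 and 18 passed the study's unadjusted criteria, against 96. Those fits place control array 3 among the MCT arrays, which by itself widens their spread. The block argues against the slide as the whole cause for the 16 probes. It rests on 1 control array, assumed to vary like the others, and recovered 0% of the changes in a simulation with 200 changed probes, so for the other 70 the slide stays open. The treatment stays open as an explanation for all of them.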

How the results depend on the processing

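One value per sequence, mi probes counted as lncRNA, background outliers left out, positive correlations alone, each array left out of the correlation within groups, and the deposited log2 values with the t-test were chosen after seeing the data. Every setting run kept mRNA and lncRNA probes called in both directions, but the counts depended on the settings.

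Normexp background correction lowered the called mRNA probes from 4461 to 1104 (411 up and 693 down), those at the study's criteria from 4895 to 1124, the called lncRNA probes from 181 to 40 (28 up and 12 down) and those at the study's criteria from 257 to 45. Requiring signal well above background on all 6 arrays, which tests fewer probes, gave 2709, 2778, 67 and 84 in the same order. Without a filter, 573 lncRNA probes (317 up and 256 down) passed the study's criteria. The methods' t-test called 1430 mRNA probes (743 up and 687 down) and 31 lncRNA probes after adjustment, and 148 lncRNA probes passed the study's criteria with it. At those criteria the deposited log2 values with the t-test gave 155. The normexp setting adds 50 to every intensity, where the 75th percentile of the arrays was 47.0 to 96.1. That by itself shrinks the fold changes of dim probes, and how much of the lower counts it gives was not separated. The cause of the other changes was not tested, apart from the smaller number of probes tested.

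With the slide as a block, 1525 mRNA probes (798 up and 727 down) and 61 lncRNA probes (52 up and 9 down) were called. The same-numbered arrays of the 2 groups deviated together with r of 0.14, -0.03 and -0.08, so the numbers do not pair the arrays. With the replicate number as a block, 4556 mRNA probes and 219 lncRNA probes were called.

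One value per sequence called 2036 mRNA sequences (1051 up and 985 down), and 2262 (1213 up and 1049 down) passed the study's criteria. Averaging only the tested names, which was run first, gave 2089 (1073 up and 1016 down) and 2364 (1269 up and 1095 down). The excess of mRNA falls over rises was therefore absent with one value per sequence at both criteria, and among adjusted calls with the t-test and with the slide as a block. At the study's criteria it was present with the t-test (1719 up and 2479 down) and with the slide as a block (1941 up and 2445 down).

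With each array left out in turn, called mRNA probes ranged from 2645 to 5462 and those at the study's criteria from 4120 to 6004. Called lncRNA probes ranged from 54, without MCT array 2, to 315, without control array 3, and those at the study's criteria from 195 to 399. Called lncRNA probes were mostly downregulated without MCT array 2 (23 up and 31 down), without MCT array 3 (28 up and 54 down) and, by a small margin, without control array 1 (53 up and 55 down), against 107 up and 74 down with all arrays.

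The ratio of distances between and within groups stayed between 1.85 and 3.57 over the alternatives on all tested probes and was 6.88 over called probes alone. Leaving out each array gave 2.36 to 3.57. The share of pairs with a coefficient of at least 0.8 in size, of either sign, and p of at most 0.05 over all arrays, 64.8%, went to 31.0% with positive coefficients alone, 48.0% with normexp, 56.6% without a filter and 56.0% with the filter on all 6 arrays, and ranged from 55.5%, without MCT array 1, to 64.9% with each array left out. Without MCT array 1 it was 52.3% after shuffling within groups, against 48.9% with all arrays. The share of pairs correlated within groups, 13.2%, stayed between 13.3% and 14.0% over 4 alternatives. That is within the SD over pairings of the arrays, 2.07 percentage points. The SD over the alternatives themselves, 0.32, had been used first, and 3 of the 4 alternatives moved by more than that. With each array left out the share was 20.4% to 25.6%, and that of other pairings 18.3% to 22.1% at the median, since fewer arrays raise both.

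LOC108350110, LOC102554284 and the largest mRNA rise and fall and lncRNA rise kept their direction and an adjusted p under 0.05 in every planned setting that tested them. LOC102553561 lost significance in 11 of 15 alternatives and Wdr74 in 3, the t-test (adjusted p 0.0576), the slide block (0.0707) and without MCT array 2 (0.0541). The largest lncRNA fall lost it with the t-test (0.0574) and the slide block (0.0659). With normexp the log2 fold change was under 1 in size for LOC108350110 (0.899), LOC102553561 (-0.313) and the largest lncRNA fall (-0.825), and so below the 2-fold limit, and for Wdr74 (0.624), which was below it as reported. The largest mRNA rise at the study's criteria was 12.9-fold with normexp and 20.3-fold with the filter on all 6 arrays, against 60.0-fold. The largest fall in each setting was -18.7 as reported, -6.17 with normexp, -9.34 with the filter on all 6 arrays, -26.0 with the slide as a block and -39.8 without MCT array 1. Gene lists, gene length, one probe per gene and a scan block were not run.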

Differences from the paper's values

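The paper reports 113 upregulated lncRNAs, and 172 lncRNA probes were upregulated here at the same criteria with limma. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's with the methods' t-test (86), with centering on the median (166), without control array 1 (104), without MCT array 2 (138) and without MCT array 3 (119). It was not with quantile normalization (191), normexp (33), no filter (317), the filter on all 6 arrays (52), limma without the trend (171), the replicate block (196), the slide block (173), the deposited log2 values (191), without control array 2 (200), without control array 3 (250) or without MCT array 1 (224). The deposited log2 values with the t-test gave 96, a setting chosen after seeing the values, when 28 filters on dim probes had also been set against the paper's counts and none gave all of them. Of the other settings chosen after, one value per sequence gave 145 sequences, and 153 with tested names only. Leaving out background outliers gave 170 probes, and counting mi probes as lncRNA gave 234.

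The number of called upregulated mRNA probes, 1836, equals the paper's number of upregulated mRNAs, but it was obtained at an adjusted p, where the paper used an unadjusted one. At the paper's criteria the number was 2115.

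The paper's largest fold changes are 64, 60 and 53 for rises, and 60.0, 56.4 and 50.0 were found here. Quantile normalization gave 64.2, 60.4 and 53.1, and the deposited log2 values gave 64.1, 60.4 and 53.1. The largest 3 rises were 12.9, 12.4 and 12.3 with normexp and 20.3, 18.7 and 13.5 with the filter on all 6 arrays. For the largest fall the paper gives 19, and the reported setting gave 18.7. Quantile normalization gave 18.9 and the deposited log2 values 18.8. The largest fall was 6.17 with normexp, 9.34 with the filter on all 6 arrays, 26.0 with the slide as a block and 39.8 without MCT array 1. With each of the other arrays left out it ranged from 12.8 to 22.5.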

Other observations

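The slide as a block was among the alternatives set before. The tests that single out arrays, and those of the place of control array 3, of positive correlations alone, of probes of one sequence, of names per sequence, of MCT array 1 and of the Gapdh and Pgk1 spots were chosen after the results were seen. Reading the block as a test of the slide as a cause was also decided after. The tests of other splits for lncRNA and mRNA probes and of shuffled pairs were set before.

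Of the 10 splits of the 6 arrays into 3 and 3, only 1, the real one, called as many mRNA probes or as many lncRNA probes with limma, and the others called 0 of each. At the study's criteria another split reached 500 mRNA probes and 119 lncRNA probes. The others mix control and MCT arrays, which by itself widens their spread. With 10 splits chance cannot be excluded at the usual level, whatever the data. With the slide as a block, 1340 of the 4728 called probes were also called. At probes called without control array 3, that array lay a median of 0.161 of the way toward the MCT arrays, and 20.6% of probes lay past the midpoint, against 6.75% and 9.28% for control arrays 1 and 2. Background outliers numbered 1194 and 1079 on the slide of control arrays 1 and 2 and at most 9 per array on the other. With MCT arrays 1, 2 and 3 singled out in turn in place of control array 3, the model with the slide called 0 probes, and 162, 126 and 902 passed the study's unadjusted criteria. With control array 3 it called 1608, and 4705 passed those criteria. Fits with an MCT array singled out place control array 3 among the MCT arrays, which by itself widens their spread. The block argues against the slide as the whole cause for the 1340 probes. It rests on 1 control array, assumed to vary like the others, and recovered 0% of the changes in a simulation with 200 changed probes, so for the other 3388 the slide stays open, and so does the treatment for all of them.

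Over all 6 arrays, 64.8% of pairs of a called lncRNA probe and a called mRNA probe had a coefficient of at least 0.8 in size, of either sign, and p of at most 0.05. After each probe was shuffled within its group, which keeps only the group difference, 48.9% still did (range 48.8% to 49.0% over 100 shuffles). With positive coefficients alone, as the paper's wording can be read, the share was 31.0%, and 24.4% after shuffling (range 24.3% to 24.5%). The decrease, 24.5%, lay between the outcomes set before the test, a share about as high or one lower by more than 33.3%. The group difference alone thus gives most of the passing pairs and, with all 6 arrays, not all of them. The rest depended largely on MCT array 1. Without it the share was 55.5% and 52.3% after shuffling. With each other array left out the shares were 61.2% to 64.9%, and 45.6% to 53.4% after shuffling. What the rest reflects stays open, since arrays of one group can share technical as well as biological variation.

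Probes of one 60-base sequence under different names measure the same target. Over 5422 sequences with more than 1 tested name, the median SD of the log2 fold change among names was 0.106. With the sequences parted by mean signal into 4 sets of like size, it was 0.21 in the dimmest set and 0.0726 in the brightest, which is consistent with dim signal as a source of the spread. Of 1159 sequences with a called name, 534 (46.1%) had names that were not called.

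Among mRNA sequences with one value each, the median log2 fold change was 0.17 for 1 name, 0.14 for 2, 0.04 for 3 to 5 and -0.15 for 6 or more. Of the last, 14.2% were called as falls and 4.13% as rises. Within IDs of the source letter g the order was not even, at 0.10 for 1 name and 0.14 for 2. The gap between sequences with 3 or more names and those with 1 name, within that source, was lower on every MCT array than on every control array, by a mean of -0.0976 (exact permutation test, p = 0.1, the smallest possible), which argues against the source letter. It was also lower on every MCT array in the 3 dimmer of 4 sets by mean signal, which argues against mean signal there. In the brightest set the groups overlapped (-0.029), so nothing can be said of it. Quantile normalization gave a gap of -0.0964. The gap on control array 3, which shares the MCT slide, was 0.011, below those of the other control arrays, 0.0763 and 0.0408. That is 1 value from 1 array, with no spread pooled over probes, so the slide stays open. A hypothesis is that the number of names follows a property of the gene, such as its number of transcripts or its length, that goes with the response to MCT. It could not be tested without gene names, and it may equally be technical, since the gap of -0.0976 is small.

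MCT array 1 lay between the groups. At probes called without it, it lay a median of 0.411 of the way from the other MCT arrays toward the controls, against -0.131 and -0.171 for MCT arrays 2 and 3. With quantile normalization the place was 0.414, which argues against the scaling. If its RNA were a mixture with control RNA, the place on the linear scale would be one share for all probes, and it was 0.469 for rises and 0.306 for falls, a ratio of 1.53. The mark set for that test was 1.5 and no spread was available for the ratio, so a mixture is not excluded. A weaker response in that sample is a candidate explanation that was not tested.

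Gapdh is the reference in the primer table, and the array carries control spots that the files name for rat Gapdh in 2 versions. Relative to the 75th percentile these were brighter on the MCT arrays by 0.38 and 0.51 log2 units (exact permutation test, p = 0.1, the smallest possible). The smallest difference over 5 scalings was 0.365 and the largest 0.766, which argues against the scaling as the cause, although the groups overlapped in the one of these that leaves the arrays unscaled. The MCT arrays exceeded the control array on their slide by 0.355 for the first version. That also rests on 1 array, with no spread pooled over probes, so the slide stays open. Control spots for rat Pgk1 also come in 2 versions. One was brighter on every MCT array, by 0.212 (exact permutation test, p = 0.1), and by 0.184 to 0.314 over the 5 scalings, with overlap where the arrays were unscaled. The other overlapped between groups under each scaling, with a difference of 0.126 relative to the 75th percentile. Its MCT mean minus the control array of their slide was -0.083, and 0.0306 with quantile normalization. Brighter control spots on the MCT arrays were thus not confined to Gapdh. Whether Gapdh transcripts also differed in the RT-PCR samples was not tested.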
